# Global analyses of mRNA translational control during early *Drosophila *embryogenesis

**DOI:** 10.1186/gb-2007-8-4-r63

**Published:** 2007-04-22

**Authors:** Xiaoli Qin, Soyeon Ahn, Terence P Speed, Gerald M Rubin

## Abstract

**Background:**

In many animals, the first few hours of life proceed with little or no transcription, and developmental regulation at these early stages is dependent on maternal cytoplasm rather than the zygotic nucleus. Translational control is critical for early *Drosophila *embryogenesis and is exerted mainly at the gene level. To understand post-transcriptional regulation during *Drosophila *early embryonic development, we used sucrose polysomal gradient analyses and GeneChip analysis to illustrate the translation profile of individual mRNAs.

**Results:**

We determined ribosomal density and ribosomal occupancy of over 10,000 transcripts during the first ten hours after egg laying.

**Conclusion:**

We report the extent and general nature of gene regulation at the translational level during early *Drosophila *embryogenesis on a genome-wide basis. The diversity of the translation profiles indicates multiple mechanisms modulating transcript-specific translation. Cluster analyses suggest that the genes involved in some biological processes are co-regulated at the translational level at certain developmental stages.

## Abstract 2

The polysomal profiles of over 15,000 transcripts during the first ten hours after egg laying have been determined.

## Background

In many animal species, the first few hours of life proceed with little or no transcription, and regulation of developmental events at these early stages is conferred by maternal cytoplasm rather than transcriptional activity in the zygotic nucleus. During the first two hours after fertilization, *Drosophila *embryos undergo 13 zygotic division cycles (Bownes' stages 1-4) and are syncytial in that the nuclei divide in a common cytoplasm without cytokenesis, except that pole cells, precursors to germline, are segregated in cycle 10. Synthesis of rRNA, tRNAs, 5S RNAs, snRNAs, poly(A)+ RNAs, and histone mRNAs is not detectable until cycle 11 or 12. Both spatial control and temporal control of mRNA translation are implemented in the early patterning of the *Drosophila *embryo. The basic embryonic body plan, defined by both anterior-posterior and dorso-ventral axes, as well as precursors for terminal structures, relies on the regulation of mRNA localization and coupled regulation of mRNA translation. Complete inhibition of protein synthesis with translation inhibitors, for example, cycloheximide, puromycin or pactamycin, quickly and entirely blocks mitotic cycles and arrests development [1,2]. After zygotic transcription begins at mitotic cycle 13 (about 1.5-2 hours after fertilization), the efficient use of zygotic transcripts depends on the degradation of maternal mRNA after fertilization [3].

The modulation of translation can be exerted by both general mechanisms that influence the mRNA population as a whole and selective mechanisms that influence individual mRNAs or small groups of mRNAs. In *Drosophila*, multiple mechanisms of translational control have been previously reported, such as control by RNA degradation, transcript localization and polyadenylation. Cis-regulatory RNA elements are generally found within the 5' or 3' untranslated regions of mRNAs (5' UTRs and 3' UTRs). For example, specific sequence elements in the 3' UTRs of *Drosophila bicoid *and *nanos *mRNAs guide these mRNAs to the anterior and posterior poles of the developing embryo, respectively. Unlocalized *bicoid *or *nanos *mRNAs are bound to translational repressor molecules, and proper localization of both mRNAs relieves the repression and permits their translation [4-8].

The sedimentation of a given mRNA when a cell extract is applied to a sucrose density gradient is determined by the number of its associated ribosomes. Changes in the size (the number of ribosomes per mRNA) and the amount (amplitude) of a specific polysome-associated transcript in a gradient can indicate regulation of protein synthesis [9]. Comparison of polysomal associated mRNA between developmental stages using microarray analysis provides an approach to a genomic-wide investigation of translation dynamics during development. This method has been successful in identifying cellular internal ribosomal entry sites (IRES) that are translated in mitotic HeLa cells and to describe the global translation profile of *Saccharomyces cerevisiae *[10-12].

We have taken a similar approach to a genome-level investigation of translational regulation during early embryogenesis in *Drosophila*. In this study, we have fractionated embryo extracts from a series of early stages by sedimentation on sucrose density gradients and analyzed the RNA components of these fractions using the *Drosophila *GeneChip Genome 2.0 array (Affymetrix, Santa Clara). Our analysis has focused on analyzing ribosomal density, generally and for individual transcripts, global translational activity during the first 10 hours after egg laying and coordination between transcription and translation regulation.

## Results and discussion

We analyzed the translational status of transcripts during early embryogenesis in a genome-wide approach (Figure 1). We chose the three time windows 0-2 hours, 4-6 hours and 8-10 hours after the eggs were laid, to represent the major developmental stages of early *Drosophila *embryogenesis. During the first two hours embryos undergo fertilization, form the preblastoderm and then the syncytial blastoderm. The transition from maternal to zygotic control occurs at about 2 hours post-fertilization. Germ band elongation occurs during 4-6 hours post-egg deposition. Germ band retraction and early organogenesis occur during the 8-10 hours period. We sedimented soluble embryonic extracts through sucrose density gradients to fractionate mRNAs according to their translational status at each developmental period. 

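Extracts of embryos of 0-2, 4-6 and 8-10 hours were measured on Affymetrix Drosophila Genome 2.0 arrays. For each period 2 untreated gradients were measured with 8 arrays each, for the pool of fractions 1-5 and for each of fractions 6 to 12. A further gradient per period, treated with EDTA to take ribosomes off mRNA, was measured as 4 pools, and 2 arrays per period measured unfractionated RNA. All 66 arrays were used. The authors normalized them by RMA and deposited log2 values for 18952 probe sets. Since arrays were scaled to each other, the percentages given here compare an mRNA with the other mRNAs of the same fractions, not with the amount of RNA in a fraction.

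Ribosomal occupancy is the percentage of an mRNA's linear signal in fractions 6-12, and the Logit is the natural logarithm of that percentage over the percentage in fractions 1-5. The pool of fractions 1-5 was counted 5 times because it held their average. An mRNA with the same signal on all arrays has an occupancy of 58.3% and a Logit of 0.34, and so does a probe set that shows background alone. The Logits of the 2 gradients of a period correlated across probe sets with r of 0.936 at 0-2 hours, 0.920 at 4-6 hours and 0.862 at 8-10 hours; probe sets are not independent replicates. The root mean square SD of occupancy between gradients was 4.38, 3.80 and 5.16 percentage points. Changes between periods were tested with limma for 10358 probe sets of 8006 genes, with a Benjamini-Hochberg adjusted p below 0.05 as the threshold. Having 2 gradients per period limits the precision of every value.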

We analyzed two key indicators of mRNA translation, the density of associated polysomes and the proportion of a given transcript species that is polysomal associated. Measurement of the distributions of mRNAs encoding α-catenin and ribosomal protein L36 (RpL36) in polysomes by microarray hybridization indicated similar profiles to those obtained by quantitative RT-PCR measurements with gene-specific probes (Figure 2a, b). As expected, α-catenin mRNA with a 2,751 nucleotide open reading frame (ORF) sedimented in the high molecular weight fractions 11 or 12, while RpL36 mRNA with a 345 nucleotide ORF peaked in low molecular weight fractions 6 and 7. 

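The mRNA of α-catenin, which links cadherins to actin filaments, had 48.7% ± 1.08 of its signal in fractions 11 and 12 at 0-2 hours (SD, n = 2 gradients), 44.0% ± 6.83 at 4-6 hours and 41.7% ± 2.79 at 8-10 hours. Fraction 12 was its highest fraction at 0-2 hours (33.4% ± 1.55) and at 4-6 hours (27.4% ± 2.5). At 8-10 hours the gradients differed, with 27.6% in fraction 12 of the first and 23.2% in fraction 11 of the second. Fractions 6 and 7 together held 11.0%, 12.3% and 11.5% of α-catenin mRNA. The mRNA of RpL36, a protein of the large ribosomal subunit, had 14.8% ± 1.09, 18.8% ± 1.33 and 22.7% ± 1.76 in fractions 6 and 7, and 3.90% ± 0.195, 4.96% ± 0.0767 and 7.25% ± 2.20 in fractions 11 and 12. Of its shares in single fractions at 0-2 hours, fraction 6 held 7.72% ± 1.07, fraction 7 held 7.10% ± 0.0192 and fraction 8 held 6.45% ± 0.232. At 4-6 hours fraction 7 was the highest with 9.50% ± 0.828.

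The occupancy of α-catenin was 81.0% ± 2.82, 77.0% ± 1.64 and 72.2% ± 3.88 over the 3 periods. The Logit difference was -0.25 from 0-2 to 4-6 hours (limma, SE 0.15, adjusted p = 0.223) and -0.25 from 4-6 to 8-10 hours (SE 0.15, adjusted p = 0.382). Neither passed, and 8-10 against 0-2 hours was not tested.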

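With EDTA, 34.4%, 35.9% and 37.2% of α-catenin mRNA lay in fractions 1-5 at 0-2, 4-6 and 8-10 hours (n = 1 gradient per period), against 19.0%, 23.0% and 27.8% without it. In fractions 10-12 of the EDTA gradients the shares were 28.4%, 29.3% and 28.7% for α-catenin mRNA and 22.9%, 22.2% and 21.5% for RpL36 mRNA. RMA scales the pools to each other, so an mRNA that keeps its place among the others in every pool gets 25% there. These shares do not measure how much mRNA was left in those fractions. The log2 signal of α-catenin in the pool of fractions 1-5 rose with EDTA by 1.26 at 0-2 hours (limma, adjusted p = 0.0414) and by 1.47 at 4-6 hours (adjusted p = 0.0153), while the difference of 1.01 at 8-10 hours did not pass (adjusted p = 0.0580). RpL36 did not pass in any period, with differences of 0.13, 0.01 and 0.09 (limma, adjusted p = 0.971, 0.979 and 0.890). Preferentially translated mRNAs (Logit above 1.5 in the untreated gradients) had median shares in fractions 10-12 of 45.0%, 48.1% and 38.7% without EDTA. With EDTA the medians were 26.7%, 24.9% and 25.8%, where a flat profile has 25%. The class is chosen on the same untreated gradients, so that part of this difference is fixed by the choice. A share near 25% can be background as well as mRNA, and the spread of the single EDTA gradient is taken to be that of the untreated pairs.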

The rapidly sedimenting complexes containing these mRNAs can be completely abolished by depletion of magnesium with 15 mM EDTA, consistent with the association of these mRNAs with polysomes (data not shown). 

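Fractions 1-5 held 69.5% ± 1.37 of RpL36 mRNA at 0-2 hours (SD, n = 2 gradients), 60% ± 1.51 at 4-6 hours and 52.5% ± 2.30 at 8-10 hours. The median mRNA of above-median signal had 41.4%, 37.9% and 37.4% there. RpL36 mRNA was among the most abundant, with log2 values of 13.18, 13.19 and 13.26 in unfractionated RNA. For RpL36 mRNA the difference in abundance did not pass in either interval (limma, adjusted p = 0.976 and 0.723). Its Logit rose by 0.42 from 0-2 to 4-6 hours (limma, SE 0.13, adjusted p = 0.0231), and the change of 0.31 from 4-6 to 8-10 hours did not pass (adjusted p = 0.204). The rise no longer passes when fractions 6 and 7 are counted as non-polysomal or when any 1 of the 4 gradients of 0-2 and 4-6 hours is left out.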

A predominant amount of RpL36 mRNA in the non-polysomal fraction (fractions 1-5) indicates that a high proportion of RpL36 mRNA was translationally silenced in mRNA-protein (mRNP) complexes.

### Analysis of ribosomal density

The size of a polysome is determined by the number of associated ribosomes per mRNA transcript and, for a given mRNA, can be estimated from the position of the peak of gradient fractions containing that mRNA. The polysomes with fewer than 10 ribosomes per mRNA are well separated on 20% to 50% sucrose gradients, and the large polysomal complexes (> 10 ribosomes per mRNA) were assigned to fractions 11 and 12 by a logarithmic extrapolation [11]. As expected, we observed that the average ORF length of the mRNA species sedimenting in a given fraction increases from the low molecular weight fractions to the high molecular weight fractions (Figure 3a). The size of polysomes associated with a given mRNA can be affected by changes in the efficiency of ribosomal initiation, elongation and termination. In most cases studied, ribosomal initiation on a transcript is the rate-limiting step, and so the average distance between two adjacent ribosomes on a transcript is mainly determined by ribosomal initiation efficiency. With a same initiation rate, the number of ribosomes per unit length of mRNA, which we call the mRNA ribosomal density, correlates with the length of the ORF of an mRNA [13].

To estimate the average ribosomal density, we used the ratio of the assigned number of associated ribosomes at each fraction to the median ORF length of all the mRNAs sedimenting in that fraction (Figure 3b). It is known that many maternal mRNAs in *Drosophila *early embryos are sequestered in mRNP complexes and sedimentation of these mRNAs is not simply a function of ORF length. Because mRNA-ribosome associations are typically magnesium-dependent, polysome-associated mRNAs can be released from high molecular weight fractions in the presence of EDTA. Therefore, we excluded the mRNAs that cannot be released from high molecular weight fractions by EDTA. However, we found a significant number of mRNAs with long ORFs sedimenting in the disome (2 ribosomes per mRNA) in fraction 6 and trisome (3 ribosomes per mRNA) in fraction 7 (Figure 3a). We cannot distinguish between ribosome-containing mRNP complexes and translating mRNA-ribosomal complexes with the EDTA treatment assay. Furthermore, it is difficult to accurately estimate the number of ribosomes for the extremely long ORFs sedimenting in fraction 12. Therefore, we have less confidence in the accuracy of the average ribosomal density for the mRNAs sedimenting in fractions 6, 7 and 12 and excluded these three fractions from ribosomal density estimation. The average number of associated ribosomes in fractions 8 to 11 shows a linear relationship with the median ORF length of mRNAs (Figure 3b). Therefore, the average ratio of ORF lengths to the number of their associated ribosomes is the slope of this trend line. We estimate the average spacing of ribosomes on the majority of transcripts in *Drosophila *embryos to be about 30-32 amino acid codons, giving an average ribosomal density of about 90-100 nucleotides per ribosome. Most mRNAs have a ribosomal density in the range of 25-40 codons per ribosome at all three developmental stages.

Arava *et al*. [11] reported an unexpected inverse correlation in *S*. *cerevisiae*, namely that ribosomal density decreases with increasing ORF length. In a subsequent study, they concluded that the less frequent initiation of translation of mRNAs with longer ORF is responsible for the observed inverse correlation between the ORF length and ribosomal density [14]. When we analyzed our data using the methods described in Arava *et al*. [11], we also found an inverse correlation (Figure 3c). However, the inverse correlation may simply result from the wide range of ORF lengths seen for the transcripts sedimenting in a given fraction, while one single number of associated ribosomes is assigned to all these transcripts. Instead, we found a fairly stable ratio between the median ORF length of transcripts sedimenting within a given fraction and the assigned number of associated ribosomes to that fraction (Figure 2b). Because the exact number of associated ribosomes to individual transcripts is not clearly defined by the polysome gradient analysis used here and by Arava *et al*., the assertion that ribosomal density decreases with increasing ORF length may not be completely justified.

The consistency of the average ribosomal density during the three developmental time periods we examined indicates that translational regulation of polysome size during early embryogenesis is exerted in a gene-specific manner, rather than at a general level. Based on available ORF lengths in Flybase, about 1.5% of transcripts have a ribosomal density lower than 200 nucleotides per ribosome at each time period and most of them stay in low-density polysomes throughout all three development periods. These mRNAs might have a lower ribosomal initiation rate due to modulation by certain cis-regulatory elements in the mRNA UTRs. However, we could not identify by computational methods any consensus features among those transcripts with a significantly low ribosomal density. Although long UTRs are likely to contain cis-regulatory RNA elements, we did not observe any correlation between the length of the ribosomal density and 5' UTR or 3' UTR length. This may result from both the limitation of computational analysis and the mixture of various cis-RNA regulatory elements within these UTRs. In addition, a prevailing feature of the polysomal profiles of individual transcripts at each of the three time periods examined is that the mRNAs are either sequestered from polysomes or fully loaded with polysomes to an extent correlated with their ORF lengths. This bimodal pattern suggests that most cis-RNA elements in the UTRs are likely to regulate the amount of a transcript associated with polysomes, instead of controlling the ribosome density of a transcript. Furthermore, we did not find significant over-presentation of any particular Gene Ontology (GO) terms among the mRNAs in the lowest 5% density. 

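PNGase, which strips sugars from misfolded glycoproteins, had its mRNA mainly in polysomes at 0-2 hours, with 18.2% ± 0.586 in fractions 6 and 7, 39.9% ± 2.13 in fractions 8-10 and 31.0% ± 2.49 in fractions 11 and 12 (SD, n = 2 gradients). At 4-6 hours these shares of PNGase mRNA were 13.2% ± 2.77, 13.6% ± 1.00 and 6.71% ± 0.658. ApepP mRNA had 5.36% in fractions 6 and 7 and 63.7% ± 0.575 in fractions 11 and 12 at 0-2 hours, and 14.1% ± 2.93 and 26.0% ± 1.82 at 8-10 hours. The mRNA of cyclin G, a cyclin without a clear place in the cell cycle, had 18.7% ± 4.44 in fractions 6 and 7 and 6.69% in fractions 11 and 12 at 0-2 hours, and 16.6% ± 0.347 and 5.79% at 8-10 hours. The relation to the length of the reading frame was not analysed here.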

Our analysis of the 50 mRNAs with highest densities of associated ribosomes revealed that their calculated densities are derived from incorrectly predicted ORF lengths, or a possible cross-hybridization signal from their long alternatively spliced isoforms. These issues make it difficult to pinpoint the highest or lowest ribosomal densities from our analyses. However, these analyses do identify mRNAs whose ORF predictions warrant re-examination.

### Translation activity and ribosomal occupancy during embryonic development

A key feature of translation status is the proportion of mRNAs associated with polysomes. The relative amounts of free ribosomes (fractions 1-5) to ribosomes engaged in polysomes (fractions 6-12) in the global polysomal profiles are similar at each of the three developmental time periods we examined (Figure 4). Since rRNAs account for more than 95% of total cellular RNAs in most known cell types, and a similar level is seen in cellular RNAs recovered from embryonic lysates, it is likely that rRNA levels or assembled ribosomes remain steady during early embryogenesis [9]. Thus, the number of ribosomes incorporated into polysomal complexes is fairly constant during early development. Furthermore, the appearance of significant amounts of free ribosomes at fractions 3, 4 and 5 also indicates that the availability of ribosomes does not limit the global translation efficiency. To rule out the possibility that the polysomes are arrested at the elongation step, we pulse-labeled *in vitro *translation lysates from 0-2 hour, 4-6 hour and 8-10 hour old embryos with [^35^S]-methionine/cysteine and did not detect any dramatic difference of [^35^S] incorporation (data not shown). Therefore, global translation efficiency appears to be fairly constant throughout early embryogenesis.

The percentage of an individual RNA species in the polysomal fractions (fractions 6-12) is defined as the transcript's ribosomal occupancy [11]. The ribosomal occupancies of individual transcripts in each time period covered a wide range, from 20% to 100%, with most mRNA species only partially loaded on polysomes (Figure 5). Thus, the availability of ribosomes and transcripts are excluded as rate-limiting factors for global translational control, and amplitude of translation of individual transcripts is modulated by gene-specific translation factors. 

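Among mRNAs of low occupancy at 0-2 hours were gcl, which directs the formation of the pole cells, with 22.6% ± 0.408 (SD, n = 2 gradients), and fs(1)N, a component of the eggshell, with 27.5% ± 5.23. Among those of high occupancy were Idgf4 with 96.5% ± 0.383 and Idgf6 with 95.7% ± 0.551, both secreted growth factors, and AGO3, an Argonaute protein that binds piRNAs, with 95.2% ± 0.859. The mRNA of enolase (Eno), a glycolytic enzyme, lay between them with 59.4% ± 2.44. Of 9384 probe sets of above-median signal in each period, 206, 335 and 313 were left out because they were lower in fractions 1-5 with EDTA. This left 9178, 9049 and 9071 at 0-2, 4-6 and 8-10 hours. Their occupancy ran from 15.1% to 97.5%, from 15.1% to 95.7% and from 14.6% to 95.4%. Occupancies below 40% were found for 12.7%, 1.81% and 1.71% of them and above 80% for 14.3%, 8.86% and 8.48%. All probe sets lower with EDTA, whatever their signal, had median occupancies of 34.5%, 40.8% and 36.2%. Leaving them out therefore lowers the shares below 40%. Among the probe sets kept, the share between 53% and 61%, around the value of a flat profile, was 26.2%, 25.2% and 26.9%. Odorant and gustatory receptors, which serve the adult senses and lie near background on these arrays, had median occupancies of 57.5%, 56.2% and 57.0%, so occupancies in that band do not separate partial loading from background.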

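Occupancies at both ends moved towards the middle from 0-2 to 4-6 hours. The occupancy of SamDC, an enzyme of polyamine synthesis, was 93.9% ± 2.48 at 0-2 hours and 65.8% ± 4.61 at 4-6 hours (SD, n = 2 gradients), and that of wun, a lipid phosphatase that guides germ cells, 93.0% ± 0.727 and 59.8% ± 1.54. The occupancy of fs(1)Ya, a nuclear envelope protein needed for the first mitosis, was 19.1% ± 1.50 and 46.1% ± 1.49. By limma the Logits of SamDC (-2.12, adjusted p = 5.4e-05) and wun (-2.20, adjusted p = 1.4e-05) fell and that of fs(1)Ya rose (1.28, adjusted p = 7.0e-05). Across the probe sets of above-median signal not lower with EDTA, the SD of occupancy was 16.5 percentage points at 0-2 hours, 11.8 at 4-6 hours and 11.3 at 8-10 hours. Their median occupancies were 58.9%, 62.6% and 63.0%. The SD over probe sets varied between the gradients of a period by 0.178, 0.142 and 0.374 (SD, n = 2 gradients), while it was 4.77 points larger at 0-2 than at 4-6 hours and 5.21 larger than at 8-10 hours. These differences were 2.47 and 2.19 when fractions 6 and 7 were counted as non-polysomal, and the second was 3.47 when the pool of fractions 1-5 was counted once.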

The distribution of ribosomal occupancies at 0-2 hours appear more dispersed than that at the later stages, which reflects the diverse mechanisms of translational regulation of specific maternal transcripts (Figure 5).

We classified mRNA species into three statistically defined groups reflecting their translational status: a preferentially translated group, a preferentially untranslated group, and the general group of remaining transcripts. Selected groups of mRNA species were defined by using a logit (see Materials and methods and Additional data file 1). Due to the dispersed distribution of ribosomal occupancy at 0-2 hours, more transcripts were found to be either preferentially translated or preferentially untranslated mRNAs than at the later stages. 

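Desat1, a fatty acid desaturase, Yod1, a deubiquitinase, and piwi, which binds piRNAs in the germ line, were preferentially untranslated at 0-2 hours and preferentially translated at 4-6 hours, as were 44 probe sets in all. Among probe sets classed in both periods, Saf-B, which binds RNA and chromatin, was the 1 that went from preferentially translated to preferentially untranslated. Its occupancy was 86.9% ± 3.21 and then 45.8% ± 1.32 (SD, n = 2 gradients). PNGase went from a Logit of 2.10 to -0.69 and met the limits of both classes in turn. It was not classed at 4-6 hours because its signal in fractions 1-5 was lower with EDTA. The translated class (Logit above 1.5 and an SD of the 8 log2 values above 0.5) had 1090 probe sets at 0-2 hours, 589 at 4-6 hours and 519 at 8-10 hours, belonging to 919, 516 and 463 genes. The untranslated class (Logit below -0.15 and an SD below 1) had 1623, 609 and 549 probe sets, belonging to 1360, 382 and 359 genes. Probe sets lower in fractions 1-5 with EDTA are left out of these counts. With them 1777, 795 and 738 probe sets met the limits of the untranslated class, so part of its fall after 0-2 hours comes from leaving them out. The counts of the translated class were the same with them. Both gradients on their own gave the class for 851, 456 and 402 translated and for 1292, 345 and 242 untranslated probe sets. Of the untranslated class at 0-2 hours, 1402 probe sets were in neither class at 4-6 hours and 124 stayed in it. Of the translated class, 861 left for neither class and 219 stayed. Probe sets left out at 4-6 hours as lower with EDTA are not among these counts.

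The sizes of the classes depend on how the pool is counted. With the pool of fractions 1-5 counted once, no probe set was preferentially untranslated and the translated class was smaller at 0-2 hours (3513) than at 4-6 hours (4385) or 8-10 hours (5216). With fractions 6 and 7 counted as non-polysomal there were 74, 25 and 18 translated and 14584, 13678 and 13094 untranslated probe sets. Leaving out the second gradient of 4-6 hours gave 1082 untranslated probe sets at 4-6 hours.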

To understand the biological significance of translational control at each developmental stage, selected groups of mRNAs were clustered by the GO terms of biological process, molecular function and cellular component using the Affymetrix NetAffx analyses tool [15]. We identified the representative significant GO terms among the selected groups, which are listed in Tables 1 and 2 (0-2 hour old embryos), and Tables 3 and 4 (4-6 hour old embryos).

Some nuclear proteins, such as factors with general RNA polymerase II transcription activity (GO0016251) and transcription regulator activity (GO0030528) are the essential components of early zygotic transcription and embryonic pattern formation. It is perhaps unsurprising that most of their mRNAs are associated with polysomes, preferentially synthesizing their protein products in 0-2 hour old embryos (Table 2). 

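At 0-2 hours occupancy was 94.6% ± 1.04 (SD, n = 2 gradients) for Taf10b, a subunit of TFIID, 81.7% ± 3.90 for MED26, a subunit of Mediator, and 83.6% ± 0.835 for hkb, a repressor that patterns the ends of the embryo. The mesoderm factor twi had 86.4% ± 2.13, and Sry-alpha, needed to form cells from the blastoderm, had 90.7% ± 0.75. All 5 were preferentially translated, while Polr2M, a component bound to RNA polymerase II, had 37.9% ± 3.81 and was preferentially untranslated. The translated class held 7 of 10 early zygotic genes, 5 of 11 gap and pair-rule genes, 11 of 38 genes of RNA polymerase II and the general transcription factors, and 6 of 25 genes of Mediator. By Fisher's exact test over genes, which are not independent replicates, the adjusted p was 2.7e-05, 0.00600, 9.7e-04 and 0.0488; against only genes above the median signal the calls for gap and pair-rule genes and Mediator are lost (adjusted p = 0.0550 and 0.437). Mean occupancies at 0-2 hours were 82.1% ± 2.12 for the early zygotic group, 80.6% ± 1.06 for gap and pair-rule genes, 69.5% ± 1.83 for polymerase II and its factors and 66.5% ± 1.33 for Mediator, against 59.6% for all tested genes.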

At two hours after fertilization, the process of cellularization starts, forming mononucleate blastoderm cells and zygotic transcription begins. 

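Spliceosomal snRNP proteins, which assemble on small nuclear RNAs to splice pre-mRNA, had a mean occupancy of 73.2% ± 2.77 at 0-2 hours, 74.1% ± 1.59 at 4-6 hours and 73.9% ± 0.889 at 8-10 hours (SD, n = 2 gradients, 27 genes). Within the group U2A, of the U2 snRNP, had 43.0% ± 5.03 at 0-2 hours and 87.4% ± 0.167 at 4-6 hours, while Sf3b6, of the branch-point complex, had 83.9% ± 1.16 and 51.4% ± 8.84. Among snRNP genes the Logit rose for 6 and fell for 8 from 0-2 to 4-6 hours; U2A rose by 2.22 (limma, SE 0.16, adjusted p = 1.9e-05), Sf3b6 fell by 1.59 (SE 0.18, adjusted p = 1.2e-04) and U2af50, which recognizes the splice site, did not pass (-0.28, adjusted p = 0.108). Over the group, the mean change was -0.05 and the median -0.22, and camera gave no call with a preset correlation (adjusted p = 0.434) or an estimated one (adjusted p = 0.952). At 4-6 hours 6 of 27 snRNP genes were in the translated class (Fisher's exact test over genes, adjusted p = 0.00624), against 11 of 27 at 0-2 hours (adjusted p = 3.5e-05); against only genes above the median signal the first of these calls is lost (adjusted p = 0.0676) and the second kept (adjusted p = 0.00406). In unfractionated RNA the mRNAs of 19 snRNP genes rose and those of 2 fell from 0-2 to 4-6 hours, with a median log2 change of 0.86.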

The active translation of proteins involved in RNA processing and metabolism in the 4-6 hour old embryos may facilitate the transition to active zygotic transcription. 

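The replication genes Mcm3 and Mcm2, subunits of the helicase that opens DNA, had occupancies of 75.1% ± 0.306 and 77.8% ± 0.635 at 4-6 hours (SD, n = 2 gradients), after 26.8% ± 4.66 and 45.3% ± 0.660 at 0-2 hours. PCNA, the sliding clamp of DNA polymerase, had 58.1% ± 3.72 at 0-2 hours and 75.9% ± 0.229 at 4-6 hours. By limma their Logits rose, by 2.11 for Mcm3 (SE 0.19, adjusted p = 4.3e-05), 1.44 for Mcm2 (SE 0.18, adjusted p = 2.0e-04) and 0.82 for PCNA (SE 0.13, adjusted p = 8.7e-04). At 4-6 hours the translated class held 9 of 25 DNA replication genes, 8 of 26 Mediator genes, 6 of 37 genes of RNA polymerase II and its factors and 9 of 14 genes of the proteasome regulatory particle, which acts in nucleus and cytoplasm. By Fisher's exact test over genes, which are not independent replicates, the adjusted p was 1.5e-05, 1.2e-04, 0.0256 and 2.8e-08; the call for polymerase II and its factors is lost against only genes above the median signal (adjusted p = 0.228). The translated class held 0 of 11 gap and pair-rule genes at 4-6 hours (Fisher's exact test, adjusted and unadjusted p = 1), when Kr had an occupancy of 53.7% ± 0.414 and odd, a pair-rule repressor, 54.1% ± 4.88.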

At this stage, nuclear proteins continue to be preferentially translated (Table 4). In contrast, synthesis of ribosomal proteins (rp) is highly inefficient in spite of the high abundance of their transcripts in 0-2 hour old and 4-6 hour old embryos (Tables 1 and 3). 

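The mRNAs of RpLP0, of the ribosomal stalk, and RpL41, the smallest protein of the large subunit, had occupancies of 18.5% ± 5.24 and 42.4% ± 3.46 at 0-2 hours and 27.3% ± 0.957 and 43.9% ± 2.65 at 4-6 hours (SD, n = 2 gradients). RpS27A, made as a fusion with ubiquitin, had 34.0% ± 0.388 and 47.7% ± 2.13. Over 18 large-subunit genes mean occupancy was 34.7% ± 0.129 at 0-2 hours and 40.6% ± 1.76 at 4-6 hours, and over 15 small-subunit genes 41.9% ± 2.38 and 45.5% ± 1.15, where the median tested gene had 58.6% and 60.9%. Their mRNAs were abundant, with mean log2 values in unfractionated RNA of 13.06 and 13.20 for the large subunit and 11.51 and 11.68 for the small. The untranslated class held 7 of 19 large-subunit genes and 1 of 15 small-subunit genes at 0-2 hours (Fisher's exact test over genes, adjusted p = 0.0203 and 1) and 12 of 19 and 6 of 15 at 4-6 hours (adjusted p = 3.6e-12 and 5.9e-05); the call at 0-2 hours is lost against only genes above the median signal (adjusted p = 0.259). These groups, fixed by gene name, are much shorter than the ontology terms in the tables of the paper and do not test those terms. RpLP0 and RpL36 were outside that class at 0-2 hours in spite of their low occupancy, because the class also requires that the 8 log2 values of a profile have an SD below 1. The class is not limited to ribosomal proteins, since at 4-6 hours it held 8 of 10 subunits of eIF3, which brings mRNA to the ribosome (Fisher's exact test, adjusted p = 1.8e-09). The paper states that enough maternal ribosomes are stored and that the priority of ribosomal protein synthesis is low; the number of ribosomes was not analysed here.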

The selective silencing of rp-mRNAs during early embryo development is also observed in *Xenopus *in that mRNAs encoding ribosomal proteins are initially in mRNP particles and start to become mobilized to polysomes at a later stage [16], reflecting a need for new ribosomes [17]. A sufficient number of maternal ribosomes are stored in early *Drosophila *embryos before zygotic control begins (Figure 4) and the priority of ribosomal protein synthesis is low. Furthermore, many components involved in macromolecular metabolism, including lipid membrane and protein metabolism, are not observed to be actively engaged in polysomes, and we speculate that their products are also abundantly supplied in the maternal cytoplasm and are not a priority for protein synthesis. 

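At 0-2 hours the occupancies of 27 mRNAs for enzymes of membrane lipids averaged 54% ± 4.13 (SD, n = 2 gradients) and differed widely, from 28.7% ± 1.33 for SMSr, which makes a sphingolipid, and 37.2% ± 2.07 for Pss, which makes phosphatidylserine, to 85.9% ± 2.30 for Spt-I, which starts sphingolipid synthesis. Of protein metabolism, TrpRS, which charges tRNA with tryptophan, had 41.1% ± 0.236, and 15 genes of the translocon and the particle that brings ribosomes to the endoplasmic reticulum had a mean of 61% ± 2.30. The core particle of the proteasome, which degrades proteins, was loaded, with a mean of 78.9% ± 6.29 over 12 genes and 86.7% ± 6.42 for its subunit Prosalpha2. At 0-2 hours the untranslated class held 10 of 28 membrane lipid genes and 14 of 30 aminoacyl-tRNA synthetase genes (Fisher's exact test over genes, adjusted p = 0.00529 and 2.7e-05), and the translated class held 4 of 12 proteasome core genes (adjusted p = 0.0488) and 2 of 28 membrane lipid genes (adjusted p = 1). The 5 of 15 translocon and signal recognition particle genes in the untranslated class did not pass (adjusted p = 0.0922). Against only genes above the median signal the synthetases pass (adjusted p = 0.00597), and the calls for membrane lipids (adjusted p = 0.131) and the proteasome core (adjusted p = 0.248) are lost.

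From 0-2 to 4-6 hours the Logit rose for 16 membrane lipid genes and fell for 3 (18 and 3 when adjusted over the list alone), rose for 20 synthetase genes and fell for 1 (20 and 1), and rose for 6 genes of the translocon and signal recognition particle and fell for 5 (6 and 6). TrpRS rose by 1.90 (limma, SE 0.14, adjusted p = 1.9e-05) and SMSr by 1.44 (SE 0.16, adjusted p = 1.0e-04), TyrRS, which charges tRNA with tyrosine, fell by 0.69 (adjusted p = 0.00340), and PIG-B, of the pathway that makes GPI anchors, did not pass (-0.23). The mean change was 0.51 for membrane lipids, 0.70 for synthetases and 0.29 for the translocon group, whose median was 0.04. Camera with a preset correlation called the first (adjusted p = 0.0290) and second (adjusted p = 8.0e-04) and not the last (adjusted p = 0.809); with an estimated correlation none was called (adjusted p = 0.921, 0.921 and 0.952). The call for membrane lipids is also lost with fractions 6 and 7 counted as non-polysomal, with quantile normalization applied again, and without the first gradient of 0-2 or of 4-6 hours.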

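Cyclin G mRNA had an occupancy of 41.6% ± 10.7 at 0-2 hours, 38.5% ± 0.738 at 4-6 hours and 37.7% ± 2.99 at 8-10 hours (SD, n = 2 gradients). By its mean profile it was preferentially untranslated in all 3 periods. At 0-2 hours it had 49.2% in the first gradient, which alone did not reach the limit of that class, and 34.0% in the second. Cyclin T mRNA, whose product works in the elongation of transcription, had 38.2% ± 1.27, 56.3% ± 2.00 and 52.0% ± 7.78 and was in that class at 0-2 hours. Also there at 0-2 hours were fzr, an activator of the ligase that destroys mitotic cyclins, with 25.7% ± 1.63, and gnu, needed to hold back S phase in the egg, with 32.2% ± 6.60, while cyclin B, which drives mitosis, had 75.5% ± 2.99. The class held 8 of 22 cell cycle genes (Fisher's exact test over genes, adjusted p = 0.0126), a call lost against only genes above the median signal (adjusted p = 0.231). By limma the Logits of cyclin T (0.74, SE 0.16, adjusted p = 0.00456), fzr (1.56, adjusted p = 2.7e-05) and gnu (1.50, adjusted p = 1.0e-04) rose from 0-2 to 4-6 hours, and that of cyclin B fell (-0.55, adjusted p = 0.0115). Of the cell cycle genes 11 rose and 7 fell, both over all genes and when adjusted over the list alone, and camera gave no call with a preset correlation (adjusted p = 0.636) or an estimated one (adjusted p = 0.952). After 4-6 hours 1 rose and 3 fell by 8-10 hours (1 and 3 over the list alone), with a camera call at a preset correlation (mean -0.22, adjusted p = 0.0211) and none with an estimated one (adjusted p = 0.921); the call is lost with quantile normalization again and without the first gradient of 4-6 hours.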

Another interesting group of preferentially untranslated mRNAs encode products involved in cell cycle progression (for example, cyclin G and cyclin T) that may also be due to the maternal storage of these products to support the rapid early mitotic cycles. At up to 8-10 hours, when organogenesis starts, we observed no significance in the molecular function or biological process among the selected groups of translated transcripts, which may indicate the complexity of differentiation at this development stage. 

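At 8-10 hours mRNAs of muscle, mitochondrial ribosomes, transcription, splicing and the proteasome were among those preferentially translated. Mp20, an actin-binding protein of muscle, had an occupancy of 83.6% ± 0.450 (SD, n = 2 gradients) after 61.3% ± 3.43 at 4-6 hours, and the myosin light chain Mlc1 had 88.1% ± 1.08 after 71.7% ± 3.93. The mitochondrial ribosomal proteins mRpL21 and mRpL30 had 83.9% ± 2.66 and 82.4% ± 1.78 and were preferentially translated, while mRpS7 had 76.8% ± 2.91 and was not. At 8-10 hours the translated class held 27 of 71 mitochondrial ribosomal protein genes, 4 of 11 muscle genes, 7 of 26 Mediator genes, 6 of 27 snRNP protein genes, 7 of 38 genes of RNA polymerase II and its factors and 4 of 14 genes of the proteasome regulatory particle. By Fisher's exact test over genes, which are not independent replicates, the adjusted p was 4.9e-18, 0.00478, 5.0e-04, 0.00450, 0.00478 and 0.0109; against only genes above the median signal the first 4 calls are kept and the last 2 lost (adjusted p = 0.0630 for both). Of the muscle genes 5 of 11 rose in Logit from 4-6 to 8-10 hours and 0 fell (6 and 0 when adjusted over the list alone), by 1.17 for Mp20 (limma, SE 0.15, adjusted p = 0.00331) and 1.07 for Mlc1 (adjusted p = 0.00525). Camera called muscle genes (mean 0.56, adjusted p = 7.8e-05) with a preset correlation and not with an estimated one (adjusted p = 0.921). Among 71 mitochondrial ribosomal protein genes 2 rose and 0 fell (by limma 23 and 0 at an unadjusted p below 0.05, and none when adjusted over the list alone), and camera called their mean change of 0.32 with a preset correlation (adjusted p = 1.0e-07) and not with an estimated one (adjusted p = 0.921). The abundance of 6 muscle genes rose as well, with a median log2 change of 2.00 over the 11, from a mean of 5.60 at 4-6 hours, when the median of all probe sets was 4.80 and the 95th percentile of odorant and gustatory receptors, which embryos do not use, 4.62. The calls for Mp20 and Mlc1 do not pass after background is subtracted (1.32 and 1.01), and these groups were fixed by gene name and are not the ontology terms of the paper.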

Sixteen mRNAs encoding proteins involved in RNA binding (for example, *Staufen *and *Smaug*) are not found associated with translating polysomes. These mRNAs are known to play critical roles during oogenesis and early embryogenesis. 

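The mRNA of staufen, which binds double-stranded RNA to localize messages, had an occupancy of 52.9% ± 4.21 at 0-2 hours, 28.8% ± 4.22 at 4-6 hours and 28.7% ± 2.88 at 8-10 hours (SD, n = 2 gradients). That of smaug, a repressor of nanos mRNA, had 75.5% ± 5.95, 48.4% ± 2.12 and 33.8% ± 2.57. The Logit fell from 0-2 to 4-6 hours by 1.03 for staufen (limma, SE 0.16, adjusted p = 5.9e-04) and by 1.20 for smaug (SE 0.17, adjusted p = 3.6e-04); from 4-6 to 8-10 hours smaug did not pass (-0.61, adjusted p = 0.0661), though it does with fraction 6 counted as non-polysomal. At 8-10 hours staufen was preferentially untranslated. Smaug was not classed then because its signal in fractions 1-5 was lower with EDTA (log2 change -1.29, adjusted p = 0.0339), and staufen was not classed at 4-6 hours for the same reason (-0.79, adjusted p = 0.0428). Among 23 germ plasm and localized maternal mRNAs, 0 rose and 7 fell from 4-6 to 8-10 hours (0 and 9 when adjusted over the list alone), such as me31B, a helicase of stored mRNPs, which had 80.2% ± 0.646 and then 61.5% ± 4.55 (-0.93, adjusted p = 0.00637, with the same size and not passing after background is subtracted). Camera called this group with a preset correlation (mean -0.43, adjusted p = 7.5e-06) and not with an estimated one (adjusted p = 0.921). At 8-10 hours 4 of 18 of its genes were preferentially untranslated (Fisher's exact test over genes, adjusted p = 0.0112), a call lost against only genes above the median signal (3 of 15, adjusted p = 0.127).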

*In situ *expression staining suggests these transcripts are restricted to germ cells. Due to the rapid degradation of these mRNAs after zygotic transcription begins, it is unclear whether these mRNAs are zygotic or maternal transcripts that are protected in the germ cells.

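From 0-2 to 4-6 hours the subunits Rpn3 and Rpn11 of the proteasome regulatory particle, which unfolds proteins and removes their ubiquitin, went from 60% ± 8.83 to 89.8% ± 0.404 and from 48.0% ± 1.29 to 82.4% ± 2.5 in occupancy (SD, n = 2 gradients). Prosalpha6 of the core particle, which cuts the unfolded proteins, went from 89.2% ± 5.56 to 77.5% ± 1.03. The early zygotic gene halo, which directs the transport of lipid droplets, went from 89.5% ± 4.24 to 47.7% ± 1.83, and the eIF3 subunit eIF3k from 62.6% ± 6.94 to 43.8% ± 1.36. By limma the Logit rose for Rpn3 (1.76, adjusted p = 7.7e-05) and Rpn11 (1.63, adjusted p = 3.5e-05) and fell for Prosalpha6 (-0.95, adjusted p = 0.00882), halo (-2.28, adjusted p = 3.4e-05) and eIF3k (-0.77, adjusted p = 0.00320); Prosbeta2 of the core did not pass (-0.34, adjusted p = 0.194), and Prosalpha6 does not after background is subtracted, with a change of the same size.

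In the regulatory particle 11 of 14 genes rose and 1 fell, in the core 0 of 12 rose and 7 fell, among gap and pair-rule genes 0 of 11 rose and 10 fell, among early zygotic genes 1 of 10 rose and 9 fell, and among DNA replication genes 18 of 25 rose and 2 fell; the counts were the same when adjusted over each list alone. Mean Logit changes were 0.90, -0.57, -0.97, -1.14 and 1.08. Camera with a preset correlation called all 5 (adjusted p = 0.00124, 0.00788, 6.8e-05, 1.9e-04 and 6.0e-05), and with an estimated correlation none (adjusted p = 0.921 for each). The call for the core is also lost without the second gradient of 0-2 hours. Among 10 eIF3 genes 1 rose and 4 fell (1 and 4 over the list alone), and neither the preset (adjusted p = 0.126) nor the estimated correlation (adjusted p = 0.921) gave a call.

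From 4-6 to 8-10 hours no gene of the regulatory particle passed by limma over all genes or over the list alone (0 higher and 5 lower at an unadjusted p below 0.05), though its mean of -0.26 was called by camera with a preset correlation (adjusted p = 0.0146; with an estimated correlation, adjusted p = 0.921). DNA replication genes fell in 3 cases and rose in 0 (4 and 0 over the list alone), with a mean of -0.20 called at a preset correlation (adjusted p = 0.0162) and not at an estimated one (adjusted p = 0.921). Mean occupancy over the 3 periods was 64.8% ± 2.18, 82.1% ± 1.11 and 78.5% ± 2.66 for the regulatory particle and 54.4% ± 1.39, 77.7% ± 0.583 and 74.3% ± 4.11 for DNA replication. The first of these 2 calls is lost with fractions 6 and 7 counted as non-polysomal and without the second gradient of 4-6 hours or the first of 8-10 hours, and the second with quantile normalization again and without the first gradient of 8-10 hours.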

From the GO cluster analyses, we found that mRNAs involved in a common process or cellular components can be specifically co-regulated over the stages of development. Sufficient maternally deposited ribosomes may result in the selective translational repression of rp-mRNAs in early *Drosophila *embryogenesis, and rp-mRNAs gradually move into polysomes when embryos require more ribosomes at the later developmental stages. In comparison to the general polysomal association profile, both the group of large ribosomal proteins (GO0005842) and the group of small ribosomal proteins (GO0005843) were gradually increased from early development (0-2 hour embryos) and finally reached the average level of translational activity at 8-10 hours. 

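RpL10Ab, of the large subunit near the exit of tRNA, had an occupancy of 28.9% ± 2.74 at 0-2 hours, 44.3% ± 1.06 at 4-6 hours and 52.4% ± 0.615 at 8-10 hours (SD, n = 2 gradients), and RpL15, of the core of that subunit, 48.7% ± 2.01, 54.2% ± 0.185 and 55.4% ± 1.54. RpS18, of the head of the small subunit, had 44.9% ± 3.03, 52.3% ± 1.24 and 54.9% ± 1.06, and RpS10a, a paralogue of scarce mRNA, 77.9% ± 7.14, 60.9% ± 10.7 and 64.2% ± 5.37. At 8-10 hours the mean was 48.1% ± 0.841 for 18 large-subunit genes and 50.4% ± 3.30 for 15 small-subunit genes, where all tested genes had a mean of 62% and a median of 61.1%. In the large subunit 7 genes rose from 0-2 to 4-6 hours and 0 fell (3 and 0 when adjusted over the list alone), and 3 small-subunit genes rose and 1, RpS10a, fell (3 and 1 over the list alone). RpL10Ab rose by 0.67 (limma, SE 0.13, adjusted p = 0.00218), RpS10a fell by 0.83 (adjusted p = 0.0210; -1.10 and not passing after background is subtracted), and RpL15 did not pass (0.22, adjusted p = 0.184). RpLP0 rose from 4-6 to 8-10 hours (0.78, adjusted p = 0.0303, over all genes and over the list alone, though not after background is subtracted, with a change of the same size), and no small-subunit gene passed (2 higher and 0 lower at an unadjusted p below 0.05).

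The mean Logit changes were 0.27 and then 0.31 for the large and 0.15 and then 0.20 for the small subunit. Camera called only the large subunit from 4-6 to 8-10 hours with a preset correlation (adjusted p = 8.9e-04) and not with an estimated one (adjusted p = 0.921); the other adjusted p at a preset correlation were 0.352 for the large subunit and 0.722 and 0.0731 for the small. The small subunit is called from 4-6 to 8-10 hours when the second gradient of 8-10 hours is left out (0.29). The paper proposes that stored maternal ribosomes may lead to selective repression of these mRNAs and that they move into polysomes when embryos require more ribosomes; the supply of ribosomes was not analysed here.

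**Figure D1:**
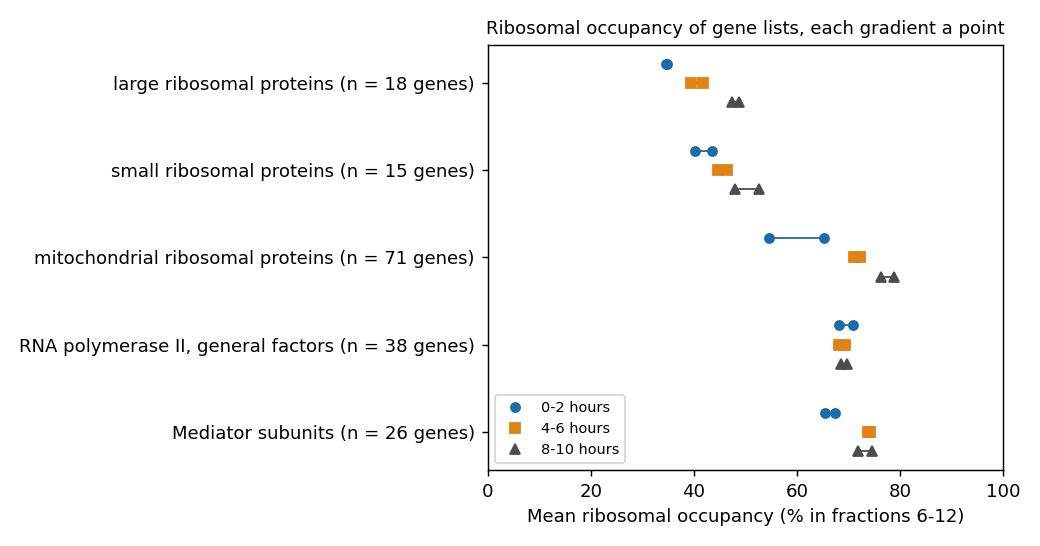
Mean ribosomal occupancy (%) of 5 groups of genes at 0-2, 4-6 and 8-10 hours, with 1 point per gradient. Large-subunit ribosomal proteins had 34.7%, 40.6% and 48.1% on average, and mitochondrial ribosomal proteins 59.9%, 71.7% and 77.6%.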

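For 18 large-subunit ribosomal protein genes, among them RpL36 and RpLP0, the median Logit was -0.64 at 0-2 hours, -0.38 at 4-6 hours and -0.10 at 8-10 hours. For 15 small-subunit genes, among them RpS27A and RpS18, it was -0.55, -0.23 and -0.05. In the exact Kolmogorov-Smirnov test on the Logits of the genes, the large-subunit group did not pass between 0-2 and 4-6 hours (D = 0.444, adjusted p = 0.168). It passed between 4-6 and 8-10 hours (D = 0.722, adjusted p = 5.0e-04) and between 0-2 and 8-10 hours (D = 0.833, adjusted p = 1.9e-05). The small-subunit group passed in none of the 3 comparisons (D = 0.400, 0.400 and 0.533, adjusted p = 0.246, 0.246 and 0.105). These groups, fixed by gene name, are much shorter than the ontology terms of the paper, so that the missing call for the small subunit says nothing about that term. The test takes genes as its units, and the mRNAs of 1 ribosome are measured on the same gradients and are not independent replicates.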

We performed a two-sample Kolmogorov-Smirnov test of the null hypothesis of equal distribution to confirm the significance of the polysomal-association increase of rp-mRNAs as groups (GO0005842 and GO0005843) over the three development periods. In contrast, the group of mRNAs with transcription coactivator activity (GO0016563) was preferentially associated with polysomes at 0-2 hours and their association decreased to the average level at 8-10 hours (Figure 6b). 

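MED30, in the head of Mediator, had an occupancy of 40.9% ± 0.164 at 0-2 hours, 82.5% ± 1.78 at 4-6 hours and 83.2% ± 3.75 at 8-10 hours (SD, n = 2 gradients), and MED25, which receives signals from activators, 63.9% ± 0.933, 90.8% ± 0.383 and 84.2% ± 2.28. MED26 had 51.2% ± 1.60 at 4-6 hours and 46.3% ± 5.04 at 8-10 hours. Over 26 Mediator genes the mean was 73.9% ± 0.257 at 4-6 hours and 73.2% ± 1.91 at 8-10 hours, and over 38 genes of RNA polymerase II and the general transcription factors 68.7% ± 0.891 and 69.1% ± 0.784. Of the Mediator genes 11 rose and 4 fell from 0-2 to 4-6 hours, as did 8 and 12 genes of polymerase II and its factors, with the same counts when adjusted over each list alone. MED30 rose by 1.92 (limma, SE 0.16, adjusted p = 2.8e-05) and Polr2M by 1.53 (SE 0.16, adjusted p = 8.5e-05), MED26 fell by 1.46 (SE 0.17, adjusted p = 1.1e-04) and TfIIA-L, which helps TBP to bind DNA, by 0.58 (adjusted p = 0.00368), and MED21 did not pass (0.24). By 8-10 hours 1 further Mediator gene rose and 1 fell (1 and 2 over the list alone), and no gene of the other group passed (limma, 3 higher and 3 lower at an unadjusted p below 0.05). The mean changes were 0.36 and then -0.05 for Mediator and -0.15 and then 0.02 for polymerase II and its factors, and camera called none of them, with a preset correlation (adjusted p = 0.299, 0.563, 0.248 and 0.900) or an estimated one (adjusted p = 0.921, 0.944, 0.921 and 0.966). Both groups were fixed by gene name and are not the ontology term of the paper.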

There is no significant difference in the overall polysome association of all the probe sets and the probe set including mRNAs with the top 50% abundance among the three time periods (Figure 6a). In contrast, polysome-association of the highly abundant mRNAs (top 25%) in 0-2 hour old embryos is, on average, less than at the later time (Figure 6a, right-hand panel). This suggests that, in general, those abundant maternal transcripts are present in great excess over their requirements for translation.

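The mean Logit was taken over all probe sets not lower with EDTA, such as those of Kr, RpL36 and the odorant receptor Or43b. It was 0.39 ± 0.01 at 0-2 hours, 0.41 ± 0.01 at 4-6 hours and 0.44 ± 0.01 at 8-10 hours (SD, n = 2 gradients). Over the probe sets of the top 50% of signal, which leaves out most odorant receptors, it was 0.49 ± 0.04, 0.59 ± 0.02 and 0.61 ± 0.07. In that set 23.6% of the Logits were below 0 at 0-2 hours, 12.4% at 4-6 hours and 10.5% at 8-10 hours. An exact permutation test can reach no p below 0.333 with 2 gradients per period, and these means were not tested. The arrays were normalized by RMA, so that these means do not measure how total mRNA is divided between polysomes and the light fractions, and shifting the arrays to the same median moves the median Logit change of the tested probe sets from 0-2 to 4-6 hours from -0.01 to 0.09.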

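Glycolytic enzymes give examples of abundant maternal mRNAs. Pgi, which converts the first sugar phosphate of the pathway, had an occupancy of 29.2% ± 0.574 at 0-2 hours, 67.8% ± 0.0730 at 4-6 hours and 56.5% ± 5.56 at 8-10 hours (SD, n = 2 gradients), whereas aldolase (Ald1) had 86.1% ± 1.85, 81.4% ± 6.42 and 75.9% ± 2.08. The Logit of 4 of 9 glycolysis genes rose from 0-2 to 4-6 hours and that of 0 fell, with Pgi at 1.63 (limma, SE 0.14, adjusted p = 3.6e-05) and Ald1 not passing (-0.32, adjusted p = 0.215). The mean change of the group was 0.36 and the median -0.08, and camera gave no call (adjusted p = 0.598 with a preset correlation and 0.921 with an estimated one). The abundance of 8 of the 9 fell, with a median log2 change of -3.30. Over the top 25% of signal, without probe sets lower with EDTA, the mean Logit was 0.66 ± 0.07 at 0-2 hours, 0.77 ± 0.05 at 4-6 hours and 0.72 ± 0.10 at 8-10 hours. In that set 25.6%, 7.27% and 8.11% of the Logits were below 0. The median Logits were 0.65, 0.73 and 0.68. The differences between the means are of the size of the SD between gradients, while the share below 0 differs more.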

### Regulation of mRNAs of ribosomal proteins by 5' TOP elements

The rp-mRNAs of *Drosophila *and *Xenopus *embryos always appear either in the mRNPs or fully loaded with ribosomes [17,18]. In *Xenopus*, the translation efficiency of mRNAs encoding several protein components of the translational apparatus, including ribosome proteins, is predominantly dependent on the status of cellular growth. This mode of regulation strictly depends on the 5' terminal location of the oligopyrimidine (5' TOP) tract and sequences immediately downstream of the 5' TOP [16]. A characteristic oligopyrimidine tract starting at a C residue has been found in transcripts encoding ribosomal proteins; the 5' and 3' UTRs of these genes are significantly smaller than the genome average [19]. Ribosomal subunit 40S protein S6 phosphorylation has been implicated in an up-regulation of translation of mRNAs encoding components of the protein synthesis machinery that contain a TOP in their 5' UTR. The concomitant activation of translation of TOP-containing mRNA led to the notion that rpS6 phosphorylation increases the affinity of ribosomes for TOP-containing mRNAs and thus facilitates their initiation [16,20]. S6 knockout mice show decreased growth and cell size [21] and disruption of the *Drosophila *gene encoding S6 kinase leads to small body size and growth rate. Because S6 kinase regulates ribosomal protein production in mammals, loss of *Drosophila *S6 kinase function may have a direct impact on cell growth and proliferation [22]. Therefore, selective translational control of TOP-containing mRNAs might be a translational repression mechanism, which has been evolutionarily conserved in early embryogenesis. However, we could not confirm the existence of the TOP sequence motif in *Drosophila *rp-mRNA 5' UTRs due to lack of the complete 5' UTR sequences of most of these mRNAs.

The selective translational repression of particular mRNA species in response to a reduced cellular need for their protein products might apply to other mRNAs sequestered in 0-2 hour embryos, particularly mRNAs encoding the components of the macromolecule biosynthesis machinery. However, there is no evidence of these mRNAs carrying 5' TOP elements or responding to TOP signaling regulation. Co-regulation of these transcripts implies that translation of these mRNAs is controlled by some shared features, which remain to be defined.

### Coordination of mRNA abundance and translation regulation

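Abundant mRNAs lay at both ends of occupancy at 0-2 hours: nanos, which patterns the abdomen, and RpL36 were mostly outside polysomes, and Idgf4 and AGO3 mostly in them. Across all probe sets, Pearson's r between Logit and log2 abundance was 0.025 at 0-2 hours, 0.413 at 4-6 hours and 0.362 at 8-10 hours, with Spearman's rho of 0.043, 0.337 and 0.343. Among the top 50% of signal r was -0.093, 0.288 and 0.223, and among the top 25%, where Pgi and RpL10Ab are found, -0.261, -0.0189 and -0.0109. Probe sets are not independent replicates, and those at background pull the Logit towards 0.34, so r over all probe sets mixes background with loading.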

At none of the three developmental stages we examined did we find any notable general correlation between polysome-association and mRNA abundance (data not shown). Thus, translation activity is not simply determined by level of transcript accumulation, but more likely reflects dynamic cellular requirements for particular polypeptides. Our study did reveal trends in the relationship between changes in transcript levels and ribosomal occupancies and shows that these trends can vary over the course of development.

A comparison of 4-6 hour and 0-2 hour embryo samples shows that where mRNA levels decrease during very early embryogenesis, there is a tendency for ribosomal occupancies to increase (Figure 7b, left). This change may simply reflect the rapid degradation of excess maternal transcripts after zygotic control begins, and not necessarily any upturn in the level of protein synthesis. For example, a gene cluster including 169 maternal mRNAs whose steady state level quickly drops two hours after egg deposition was identified by Tomancak *et al*. [23]. 

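The mRNA of gcl, which directs pole cell formation, fell from 0-2 to 4-6 hours in abundance by 2.89 on the log2 scale (limma, adjusted p = 2.1e-04) and its occupancy came to 65% ± 2.66 at 4-6 hours (SD, n = 2 gradients; Logit change 1.85, SE 0.13, adjusted p = 1.9e-05). Kr, a gap gene transcribed in the zygote, went the other way, with a rise in abundance of 4.06 (adjusted p = 8.7e-04) and an occupancy of 81.5% ± 3.30 at 0-2 hours (Logit change -1.35, SE 0.14, adjusted p = 8.1e-05). The abundance of 24 aminoacyl-tRNA synthetase genes fell and that of 2 rose (median -1.11), that of 19 germ plasm mRNAs fell and that of 2 rose (median -2.89), and that of all 11 gap and pair-rule genes rose (median 2.98). The germ plasm mRNAs did not move as a group, with 9 Logits rising and 9 falling (9 and 11 when adjusted over the list alone), a mean of 0.08 and a median of -0.16, and camera called it neither with a preset correlation (adjusted p = 0.809) nor with an estimated one (adjusted p = 0.952).

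The Logit rose for 2830 probe sets and fell for 2179; 1429 rose in occupancy and fell in abundance and 1078 did the reverse, against 482 that rose in both and 415 that fell in both. Where abundance was lower by more than 3 log2 units (386 probe sets), median occupancy was 36.5% at 0-2 hours and 57.4% at 4-6 hours, and the Logit was higher for 77.7%. Where abundance was higher by more than 3 (365 probe sets), median occupancy was 77.1% and then 61.7%, and the Logit was higher for 9.86%. The correlation of the changes was r = -0.387 over 9948 probe sets, which are not independent replicates, and -0.395 and -0.330 in the 2 replicates taken alone. The paper proposes that the inverse correlation is likely a consequence of clearing maternal transcripts at the zygotic transition; the sources of the mRNAs were not analysed here. An mRNA that falls to background takes on the occupancy of a flat profile, which is close to the 57.4% of the first group.

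**Figure D2:**
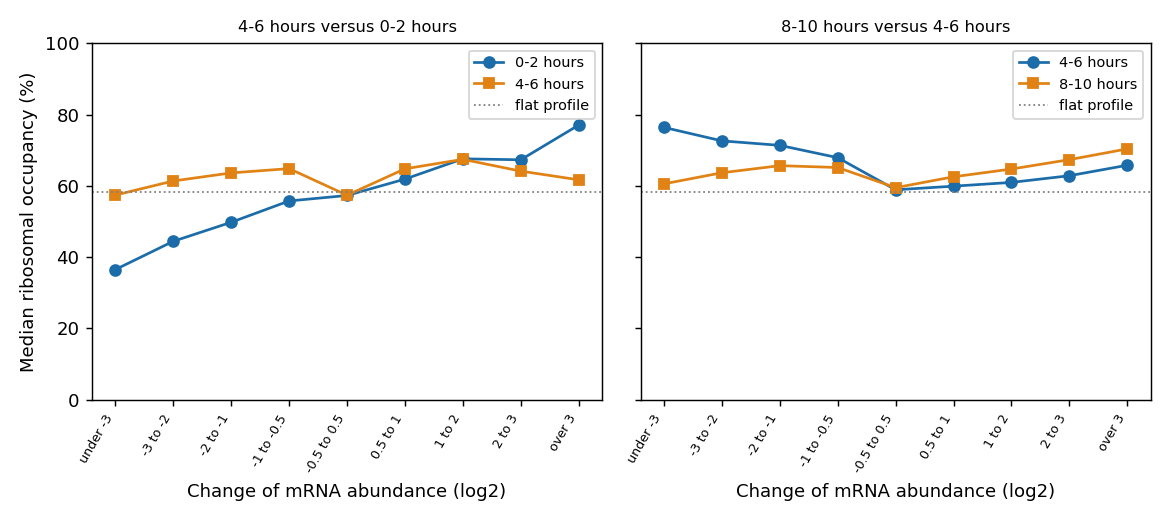
Median ribosomal occupancy (%) of probe sets grouped by their log2 change in abundance, for 4-6 against 0-2 hours and 8-10 against 4-6 hours; the lines are the first and second period of each interval and the dotted line is a flat profile. In the group falling by more than 3 the median went from 36.5% to 57.4% in the first interval and from 76.4% to 60.6% in the second.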

The average ribosomal occupancy of these 169 mRNAs is much lower than that of the majority of other transcripts at 0-2 hours, whose levels change less between the 0-2 hour stage and the 4-6 hour stage (Figure 7a). It is likely that the general inverse correlation of changes in mRNA abundance and ribosomal loading is simply a consequence of clearing maternal transcripts at the zygotic transition.

On the other hand, comparing ribosomal occupancies in 8-10 hour and 4-6 hour embryos reveals a positive correlation with changes in transcript abundance (Figure 7b, right). This correspondence of elevation of mRNA accumulation with increased ribosomal occupancies indicates some coordination of steady state RNA levels and translation activity; the levels of gene regulation underlying this phenomenon and how directly and generally they are integrated remain questions for future investigation.

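From 4-6 to 8-10 hours jhamt, which makes juvenile hormone, rose in abundance by 3.15 on the log2 scale (limma, adjusted p = 6.8e-04) and went from an occupancy of 61.4% ± 0.495 to 90.4% ± 2.99 (SD, n = 2 gradients; Logit change 1.81, SE 0.17, adjusted p = 0.00183). PPO1, a prophenoloxidase of crystal cells, rose by 2.97 and went from 62.1% ± 4.99 to 86.8% ± 2.23 (Logit change 1.40, SE 0.16, adjusted p = 0.00273). The esterase alpha-Est5 fell in abundance by 3.64 and went from 93.9% ± 1.15 to 62.2% ± 9.28 (Logit change -2.23, SE 0.20, adjusted p = 0.00183), and GstZ1, a glutathione transferase, fell by 2.92 and went from 89.9% ± 0.571 to 62.7% ± 0.759 (-1.67, SE 0.16, adjusted p = 0.00189). The Logit rose for 396 probe sets and fell for 327; 213 rose in both measures and 155 fell in both, against 17 that rose in occupancy and fell in abundance and 24 that did the reverse. The correlation of the changes was r = 0.278 over 9939 probe sets, which are not independent replicates, and 0.115 and 0.343 in the 2 replicates taken alone. Where abundance was higher by more than 3 (92 probe sets), median occupancy was 65.8% and then 70.4%. Where it was lower by more than 3 (36 probe sets), median occupancy was 76.4% and then 60.6%, and the Logit was higher for 19.4%. An mRNA at background has the 58.3% of a flat profile, and the 4 genes named started or ended near it. mRNAs that leave or reach background can therefore add to a positive correlation. Over probe sets in the top 25% of signal at both periods r was 0.185.

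After background was subtracted, 0 probe sets rose and 1 fell by limma (853 and 816 before adjustment), and jhamt, PPO1, alpha-Est5 and GstZ1 did not pass, with changes of 1.99, 1.42, -2.28 and -1.73; of the 723 calls 718 kept their sign, and the correlation was 0.203. Leaving out a gradient left 61 and 53 calls (first of 4-6 hours), 58 and 51 (second of 4-6 hours) or 200 and 139 (first of 8-10 hours).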

Using a multivariate empirical Bayes (MB) statistic [24], we ranked all the transcripts according to the difference between ribosomal occupancy between 0-2 hours and 4-6 hours, and between 4-6 hours and 8-10 hours (Additional data file 2). 

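Among the 10 largest rises of the Logit by limma from 0-2 to 4-6 hours, counting genes with a symbol other than a CG number, were those of Desat1, from 28.3% ± 1.13 to 88.4% ± 3.29 in occupancy (SD, n = 2 gradients; 2.98, SE 0.17, adjusted p = 1.4e-05), Yod1, from 27.5% ± 1.50 to 86.5% ± 0.980 (2.83, SE 0.14, adjusted p = 1.4e-05), and Prat, the first enzyme of purine synthesis, from 24.2% ± 1.75 to 80.3% ± 0.627 (2.55, SE 0.13, adjusted p = 1.4e-05). Among the largest falls was that of Elba3, an insulator protein of the early embryo, from 96.9% ± 1.59 to 67.2% ± 6.05 (-2.80, SE 0.24, adjusted p = 3.5e-05). From 4-6 to 8-10 hours the 10 largest rises included those of jhamt and TwdlM, a cuticle gene, from 61.1% ± 4.33 to 86.0% ± 2.55 (1.37, SE 0.18, adjusted p = 0.00407), and the Logit fell for AGO3, from 89.3% ± 2.60 to 53.4% ± 0.698 (-2.0, SE 0.16, adjusted p = 0.00183), and piwi, from 83.7% ± 7.65 to 54.2% ± 6.37 (-1.53, SE 0.24, adjusted p = 0.00781). The calls named for the first interval held in every setting tried, and TwdlM, AGO3 and piwi do not pass after background is subtracted, with changes of 1.43, -2.37 and -2.15. The log2 abundance was 5.02 for Elba3 at 4-6 hours and 5.30 for piwi at 8-10 hours, where the 95th percentiles of odorant and gustatory receptors were 4.62 and 4.39. Of the probe sets tested, 5009 changed in the first interval and 723 in the second. The multivariate statistic of the paper ranks whole profiles and was not computed here.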

The higher a gene's rank, the more dramatic is the observed change in its polysomal profile. The percentile polysomal profiles of representative mRNAs with high rankings are shown in Figure 8. Expression of these genes is likely to be translationally regulated. 

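Fen1 mRNA had an occupancy of 29.8% ± 0.784 at 0-2 hours, 88.4% ± 2.15 at 4-6 hours and 79.7% ± 2.86 at 8-10 hours (SD, n = 2 gradients), with 11.3%, 49.1% and 44.7% in fractions 11 and 12. PNGase mRNA had 89.1% ± 0.945, 33.5% ± 4.43 and 33.7% ± 1.98. ApepP mRNA had 92.4% ± 0.808, 94.3% ± 0.271 and 58.6% ± 0.598. Fat-spondin, a secreted protein of the fat body, had 58.7% ± 1.48, 60.1% ± 7.88 and 78.5% ± 6.90. At 0-2 hours its log2 abundance of 4.32 lay below the 95th percentile of odorant and gustatory receptors, 4.71. Its occupancy then cannot be told apart from background. At 4-6 hours its abundance was 5.65, where that percentile was 4.62, and its occupancy was still near the 58.3% of a flat profile. The Logit rose from 0-2 to 4-6 hours by 2.90 for Fen1 (limma, SE 0.15, adjusted p = 1.4e-05), whose difference in abundance did not pass (-0.19, adjusted p = 0.426). For PNGase, whose abundance fell by 1.01, the Logit fell by 2.79 (SE 0.14, adjusted p = 1.4e-05). From 4-6 to 8-10 hours it fell by 2.45 for ApepP (SE 0.13, adjusted p = 1.2e-04), with a fall in abundance of 3.89, and rose by 0.90 for fat-spondin (SE 0.21, adjusted p = 0.0377), with a rise in abundance of 1.86. The fall of Fen1 in that interval (limma, -0.67, adjusted p = 0.0323) and the rise of fat-spondin do not pass after background is subtracted (-0.67 and 1.00). Nor do they pass with replicates as blocks or without either gradient of 4-6 hours. PNGase did not pass in that interval (limma, 0.01, adjusted p = 0.982). The 2 later values of PNGase are from a probe set whose light fractions were lower with EDTA, so it was not classed then.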

We were not able to identify any significantly shared features of the primary sequences among mRNAs with high MB rankings, although they are expected to be modulated in response to certain common development signals.

### Polysomal profiles of localized transcripts in *Drosophila *embryos

For the spatially localized mRNAs that have been studied, such as *nanos *mRNA, their spatial localization and translation control are often closely linked, with translation being repressed during mRNA translocation and activated on reaching its destination [3,25,26]. Until this study, biochemical analysis of ribosomal association to estimate mRNA translation status has been completed for only few *Drosophila *mRNAs. We evaluated the polysome association profiles of several known localized mRNAs during embryogenesis.

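Nanos mRNA had 72.6% ± 4.58 of its signal in fractions 1-5 at 0-2 hours (SD, n = 2 gradients) and an occupancy of 27.3% ± 4.58. Fraction 12 held 3.64% ± 0.653, fraction 11 held 3.22% ± 0.163 and fraction 6 held 6.73% ± 1.54. The occupancy of nanos was 42.3% ± 0.784 at 4-6 hours and 21.9% ± 2.19 at 8-10 hours. By limma the Logit of nanos rose by 0.67 from 0-2 to 4-6 hours (SE 0.15, adjusted p = 0.00478) and fell by 0.96 from 4-6 to 8-10 hours (SE 0.15, adjusted p = 0.00704). The rise is lost when quantile normalization is applied again, and the fall after background is subtracted (-1.02) or without either gradient of 4-6 hours.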

Our observation that only a small proportion of *nanos *(5% in fraction 12) is associated with polysomes is consistent with the published estimate; it has been reported that about 4% of *nanos *mRNA is localized to the posterior and actively translated [27] (Figure 9a). However, Clark *et al*. [27] found a comigration of 53% of *nanos *mRNA associated with polysomes and suggested, based on their study, that *nanos *mRNA translation is regulated in a novel manner. We do not understand the basis of this difference between our observations and those of Clark *et al*.

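At 0-2 hours the occupancy of hunchback mRNA, which encodes a gap protein, was 40.8% ± 1.69 and that of caudal, a homeobox gene of the posterior, 51.5% ± 2.57 (SD, n = 2 gradients). Hunchback had 57.0% ± 7.56 at 4-6 hours and 58.4% ± 1.80 at 8-10 hours, and caudal 73.8% ± 3.29 and 60.7% ± 3.63. By limma the Logit rose from 0-2 to 4-6 hours for hunchback (0.66, SE 0.16, adjusted p = 0.00803) and caudal (0.98, SE 0.15, adjusted p = 5.3e-04). From 4-6 to 8-10 hours hunchback did not pass (limma, 0.05, adjusted p = 0.892), and caudal fell by 0.60 (SE 0.15, adjusted p = 0.0414). Hunchback was preferentially untranslated at 0-2 hours and caudal was in neither class. The abundance of caudal fell by 3.28 from 0-2 to 4-6 hours (adjusted p = 0.00156). The call for hunchback is lost after background is subtracted, with a change of the same size, or without the first gradient of 4-6 hours, and that for the fall of caudal in most settings tried (-0.65 after background is subtracted).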

Consistent with immunocytological observations that translation of *hunchback *transcripts and *caudal *transcripts is regionally repressed in the early embryo [3,26], the experiments presented here indicate that only a small proportion of these transcripts are associated with polysomes (Figure 9b). 

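Bicoid mRNA, for the anterior determinant, had an occupancy of 88.9% ± 0.289 at 0-2 hours, 87.0% ± 4.04 at 4-6 hours and 46.8% ± 5.69 at 8-10 hours (SD, n = 2 gradients), with 42.6% ± 0.273 in fractions 11 and 12 at 0-2 hours. Oskar mRNA, for the organizer of the pole plasm, had 54.2% ± 4.98, 36.1% ± 9.62 and 27.0% ± 1.12, with 24.7% ± 3.77 in fractions 6 and 7 and 7.82% ± 0.488 in fraction 12 at 0-2 hours. From 0-2 to 4-6 hours the Logit of bicoid did not pass (limma, -0.16, adjusted p = 0.535) and that of oskar fell by 0.75 (SE 0.20, adjusted p = 0.0112). From 4-6 to 8-10 hours bicoid fell by 2.06 (limma, SE 0.19, adjusted p = 0.00183) and oskar did not pass (-0.41, adjusted p = 0.261). The call for oskar is lost with fractions 6 and 7 counted as non-polysomal, after background is subtracted (-0.92) and without the first gradient of 0-2 or the second of 4-6 hours, and that for bicoid after background is subtracted (-2.65). The probe sets of a gene differ: for oskar the other probe set of the same transcript gave 64.4% ± 0.509, 49.7% ± 3.00 and 40.6% ± 3.21 and that of its other transcript 56.9% ± 3.21, 38.9% ± 10.6 and 29.5% ± 1.34, and for bicoid a further one gave 88.8% ± 2.06, 64.4% ± 1.97 and 55.3% ± 5.88. With that other probe set bicoid fell from 0-2 to 4-6 hours (-1.49, adjusted p = 9.6e-05) and did not pass from 4-6 to 8-10 hours (-0.38, adjusted p = 0.213). The abundance of nanos, oskar and bicoid fell from 0-2 to 4-6 hours (log2 changes of -3.88, -5.66 and -3.93, adjusted p = 0.00268, 0.00594 and 0.00122), so their later occupancies are those of small remainders.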

The unique polysomal profiles of maternal transcripts, for example, the transcripts of *nanos*, *oskar *and *bicoid*, suggest the existence of multiple mechanisms controlling gene-specific translation of mRNAs during early pattern formation.

## Conclusion

Translational control is critical for early *Drosophila *embryogenesis and we used a genomic approach to illustrate the translation profile of transcripts during this developmental period. The raw microarray data analysis tables and polysomal profiles of individual transcripts are available online at the Berkeley *Drosophila *Genome Project (BDGP) homepage [28]. The diversity of the polysomal profiles of maternal transcripts (0-2 hour old embryos) and later zygotic transcripts indicates multiple complex mechanisms that modulate individual gene expression, but also co-regulate the genes involved in same biological processes. The identification of consensus regulatory elements within such co-regulated mRNAs, as well as trans-acting factors that recognize them will be a fruitful area of future study.

## Materials and methods

### Synchronization of embryo collections

Canton S embryos were collected in 2-hour intervals and aged to generate animals 0-2, 4-6 and 8-10 hours old. To confirm that the embryos were collected at the desired developmental stages, we examined the morphology of a small aliquot of the synchronized embryos as described previously [23]. In addition, we also validated the synchronization by comparing the variation of RNA abundance of representative mRNAs over the three time periods with the previous microarray measurements performed by Tomancak *et al*. [23] (data not shown). The embryos were then dechorionated and transferred to Eppendorf tubes.

### Preparation of RNA samples

Unfractionated RNA was prepared by homogenization of dechorionated embryos with a motorized plastic pestle in RNAwiz solution (Ambion, Austin, TX 78744-1832), followed by chloroform extraction and ethanol precipitation. To prepare the polysome-associated RNAs, the dechorionated embryos were first incubated with 0.1 mg/ml cycloheximide in PBS for 10 minutes on ice, then homogenized with a motorized plastic pellet pestle in a lysis buffer (20 mM Tris-HCl, pH 7.4, 140 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 1% Triton X-100, 0.1 mg/ml cycloheximide, 1 mg/ml heparin, 50 unit/ml RNasin) and incubated for 10 minutes on ice. The debris were removed by centrifugation at 12,000 × g for 10 minutes at 4°C, and supernatants were loaded onto 20% to 50% sucrose gradients with the same extraction buffer without Triton X-100. The extracts were sedimented at 35 k rpm for 160 minutes in a SW41 rotor at 4°C. Twelve fractions were collected from the tops of the gradients using an ISCO fraction collection system. RNAs were precipitated from each fraction with guanidine hydrochloride and ethanol followed by a second precipitation in 1.5 M LiCl at -20°C overnight. The RNA precipitate was washed with 70% ethanol and resuspended in an equal volume of Tris-HCl buffer (1 mM Tris-HCl, pH 8.0). Purified RNAs from individual fractions were quantified with a spectrophotometer and visualized on formaldehyde agarose gels [27,29].

EDTA-treated embryos were lysed in an EDTA extraction buffer (20 mM Tris, pH 7.4, 140 mM KCl, 15 mM EDTA, 0.5 mM DTT, 1% Triton X-100, 0.1 mg/ml cycloheximide, 1 mg/ml heparin, 50 unit/ml RNasin) and sedimented through 20% to 50% gradients prepared with the same EDTA lysis buffer, but without Triton X-100.

Although most cytoskeleton-associated and endoplasmic reticulum-associated RNAs as well as ribosomes are released into the soluble extract under this buffer condition (X Qin, unpublished data), it is possible that some mRNAs are sequestered in insoluble complexes and excluded from polysomal gradient analysis. RNAs potentially in the insoluble debris were not characterized in this study.

### Quantitative PCR analysis

Either unfractionated total RNA or equal proportions of RNA from each polysomal fraction were reverse transcribed into cDNAs with a High Capacity cDNA Archive kit (Applied Biosystems, Inc. Foster City, CA 94404). Gene-specific TaqMan^® ^probes were designed and manufactured through Assay-by-design (Applied Biosystems). Equal proportions of cDNA samples mixed with TaqMan^® ^Universal PCR Master Mix and gene-specific TaqMan^® ^probes were quantified in a 96-well plate on ABI PRISM^® ^7000 Sequence Detection Systems as described by Applied Biosystems.

### Microarray hybridization and data analysis

RNAs from the first five gradient fractions were pooled. An equal volume of the pooled RNAs and RNAs from the remaining seven fractions was used for cRNA labeling. Thus, the pooled RNA sample used for array labeling was the average amount of RNA from the first five fractions and each RNA sample contained at least 10 μg of RNAs. cRNA was hybridized to a GeneChip *Drosophila *Genome 2.0 Array using standard protocols. Thus, we collected eight GeneChip array scans of each polysomal gradient and the success of the experiments was determined by the reproducibility of the two independent replicates. Similarly, we prepared four pools of RNA from the first five fractions, from fractions 6 and 7, from fractions 8 and 9 and from fractions 10, 11 and 12. These four RNA samples were used for microarray analysis of the EDTA treated samples. Total RNA (20 μg) from unfractionated cell lysates at each time point was used for one-step labeling and GeneChip hybridization. Gene expression measures were normalized and computed using the robust multichip average (RMA) method described in [30] and implemented in the Bioconductor R package. Statistical analyses were all performed with the open-source software R, version 2.2.0 and Bioconductor 1.7 packages [31]. The following R packages were used mainly; Affy (version 1.8.1), limma (version 2.2.0) and *Drosophila *2 (version 1.10.0) [32].

Moderated t-statistics were used to determine whether a transcript is released from polysomes by EDTA filtering [33]. If the amount of a particular gene's mRNA in the first fraction of EDTA-treated profiles is higher than that in the first fraction of non-EDTA-treated profiles, this transcript is releasable by EDTA since the materials dissociated by EDTA are expected to sediment at the pooled non-polysomal fraction. The false discovery rate (FDR) was controlled at *p *= 0.05. All data for such genes were removed for further analyses. Among all the 18,952 probes on the *Drosophila *Genome 2.0 GeneChips, 16,513 genes at 0-2 hours, 16,519 genes at 4-6 hours and 14,593 genes at 8-10 hours were left for further data analysis. In addition, we excluded mRNAs with low signal intensity to exclude the background noise as well as possible signal saturation of those mRNAs with extremely high intensity as described in individual analyses.

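Besides α-catenin, which was higher, the mRNAs of staufen and smaug were lower in fractions 1-5 with EDTA in 1 period each, and RpL36 was neither. By limma with an adjusted p below 0.05, 611 probe sets were higher and 208 lower with EDTA at 0-2 hours, 1270 and 361 at 4-6 hours and 1293 and 341 at 8-10 hours (before adjustment 1616 and 1303, 2510 and 1370, and 2564 and 1280). Those called higher had median occupancies of 86.6%, 80.0% and 79.7% in the untreated gradients and those called lower 34.5%, 40.8% and 36.2%. The untreated arrays of fractions 1-5 enter both the calls and the occupancy. Part of this difference, and of the overlap with the untranslated class, is therefore fixed in advance. Of the preferentially untranslated probe sets, 154 of 1777, 186 of 795 and 189 of 738 were called lower. Leaving out those called lower kept 18744, 18591 and 18611 probe sets, and this reading of the filter was used for the classes. With quantile normalization applied again 361 were lower at 0-2 hours, and 805 were higher and 692 lower at 4-6 hours and 843 and 588 at 8-10 hours. Leaving out 1 untreated gradient gave 150 and 3 (second of 0-2 hours) to 822 and 526 (either of 8-10 hours) higher and lower at 0-2 hours, 173 and 11 (first of 4-6 hours) to 1600 and 627 (either of 8-10 hours) at 4-6 hours, and at 8-10 hours 729 and 155 without either of 4-6 hours and 866 lower without the second of 8-10 hours. Fewer probe sets passed in both directions at every period with replicate number as a block. There is 1 EDTA array per pool and period.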

### Peak selection and ribosomal association assignment

To determine the peak fraction of each mRNA for ribosomal density estimation, we used m as the measure for selecting genes with a sharp peak in their polysomal profiles. We first averaged the two normalized replicates of polysomal gradients on the logarithmic scale. Next, we removed the genes whose transcripts were not releasable by EDTA and whose intensities were below the median of all the probe sets. Then, we calculated m as the following:

m = % [peak fraction] - average% [adjacent two fractions], if peak fraction is not 6 or 12

m = % [peak fraction] - % [fraction 7] if peak = 6

m = % [peak fraction] - % [fraction 11] if peak = 12

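In the gradients used for sharp peaks, α-catenin peaked in fraction 12 at 0-2 hours, as did 804 of the 3000 probe sets with the most distinct peaks, while 265 peaked in fraction 6, where RpL36 had its largest share in a single polysomal fraction. At 4-6 hours 1002 peaked in fraction 12 and 299 in fraction 6, and at 8-10 hours 523 and 255, with 706 in fraction 10. The peak was in the same fraction of both gradients for 90.6% of them at 0-2 hours, 58.0% at 4-6 hours and 44.9% at 8-10 hours. Where the gradients differed, the second mostly had its peak earlier, for 39.4% at 4-6 hours and 53.8% at 8-10 hours, against 2.63% and 1.27% with a later peak. α-catenin at 8-10 hours, highest in fraction 12 of the first gradient and in fraction 11 of the second, was 1 of the mRNAs with such a shift. Ribosomal density was not analysed here.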

The 3,000 genes with highest m values were expected to have a distinct peak and were selected to estimate the ribosomal density at each time interval.

The number of ribosomes per transcript in fractions 6-10 was obtained directly from the peaks in the average of multiple OD254 profiles (Figure 3a). For fractions 11 and 12, which lacked single ribosome resolution, the number of ribosomes per transcript was estimated by a logarithmic extrapolation from the clearly defined peaks as described by Arava *et al*. [11]. The assigned number of associated ribosomes for fractions 6-12 is in the order of 2, 3, 5, 7.5, 11, 17 and 26, respectively. The R^2 ^value of the logarithmic curve over the defined region is 0.9983 (data not shown).

### Cluster transcripts with their translational activity

We used two parameters to describe the polysomal profiles: the logarithmic ratio of the polysomal fractions to non-polysomal fractions (Logit):

Logit = log [percent(fraction 6-12)/percent(fraction 1-5)]

and the standard deviation (SD) of the expression levels among all the gradient fractions.

The preferentially translated mRNAs are expected to have a high Logit and a high SD, while unpreferentially translated mRNAs have low Logit and low SD. We examined the distribution of Logit and SD of each time point (data not shown) and decided to use a cutoff of Logit > 1.5 and SD > 0.5 to define actively translated genes, while those with log ratio < -0.15 and SD < 1 are defined to be translationally inactive genes. Any other genes not included in these two clusters were defined to be in the general translation group.

### Gene Ontology analyses

Clustered genes were analyzed using the NetAffx Gene Ontology Mining Tool provided by Affymetrix [34]. The goal of GO analysis was to find statistically overrepresented GO terms within a group of genes [35]. Also of interest is comparison of the distribution of a statistic such as the Logit among genes associated with a certain GO term. The GOstats package of R was used to get GO-filtered data. The distributions of Logit for a set of genes such as those associated with a given GO term can be compared across time points. For this purpose, a two-sample Kolmogorov-Smirnov test of the null hypothesis of equal distribution was performed.

## Additional data files

The following additional data are available with the online version of this paper. 

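The translated group of Additional data file 1 shared 898 of 906 probe sets with the translated class found here at 0-2 hours, 530 of 536 at 4-6 hours and 510 of 514 at 8-10 hours; AGO3 and Idgf4 are in the class found here at 0-2 hours and Mp20 at 8-10 hours. The untranslated group shared 1284 of 1404, 449 of 621 and 395 of 530 probe sets. Independent lists of these sizes would share 52.6, 16.8 and 14 translated and 121, 20.1 and 15.5 untranslated probe sets. Both sets of lists were made from the same arrays with the same limits, so a large overlap was fixed in advance and is no independent support. Of the members not shared, 8, 6 and 4 translated were control probe sets, and 83, 157 and 122 untranslated, of 120, 172 and 135, were left out here because they were lower with EDTA, as smaug was at 8-10 hours. Found only here were 192, 59 and 9 translated and 339, 160 and 154 untranslated probe sets.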

Additional data file 1 lists the genes that were classified by Logit into the preferentially translated group and the preferentially untranslated group at each development stage. 

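Of the 500 probe sets ranked first for the shape of the profile in Additional data file 2, where PNGase and Fen1 stand near the top for the first interval and ApepP and fat-spondin for the second, 315 and 270 were also among the 500 largest changes of the Logit found here. For the ranks by mean signal, which place oskar and bicoid high, 49 and 128 were shared, where independent lists would share 24.1. The ranks by shape and by mean signal come from the same arrays as the changes found here, so the overlap is no independent support. Of the probe sets ranked by shape and tested here, the Logit of 367 rose and of 119 fell among 495 in the first interval, and of 187 rose and of 118 fell among 464 in the second (limma, adjusted p below 0.05). Of those ranked by mean signal, 170 rose and 212 fell among 497, and 103 rose and 48 fell among 494.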

Additional data file 2 includes the MB statistic ranking lists of the top 500 genes, showing the most significant changes of their ribosomal occupancy between the development periods.

## Supplementary Material

Additional data file 1 Genes that were classified by Logit into the preferentially translated group and the preferentially untranslated group at each development stage Click here for file

Additional data file 2 MB statistic ranking lists of the top 500 genes, showing the most significant changes of their ribosomal occupancy between the development periods Click here for file

## Figures and Tables

**Figure 1:**
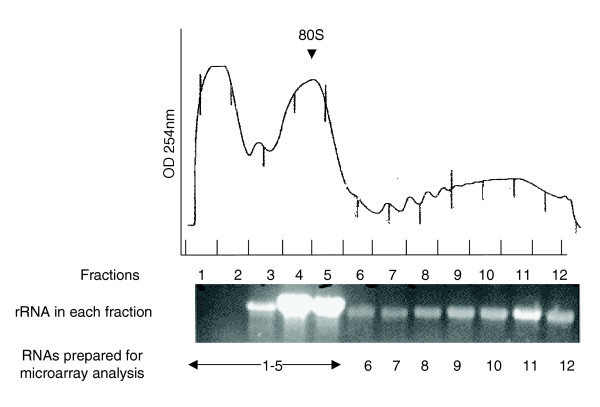
Representative ultraviolet absorbance profile for embryonic RNA fractionated by 20% to 50% sucrose density gradients. The 80S ribosomal subunit position is indicated. RNAs were purified from each fraction, electrophoresed on an agarose gel and visualized using ethidium bromide. The bands as shown are predominantly rRNAs. Equal amounts of an RNA aliquot from the first five fractions were pooled for microarray analysis. RNAs from the other fractions were individually prepared for oligoarray analysis as indicated (see Materials and methods).

**Figure 2:**
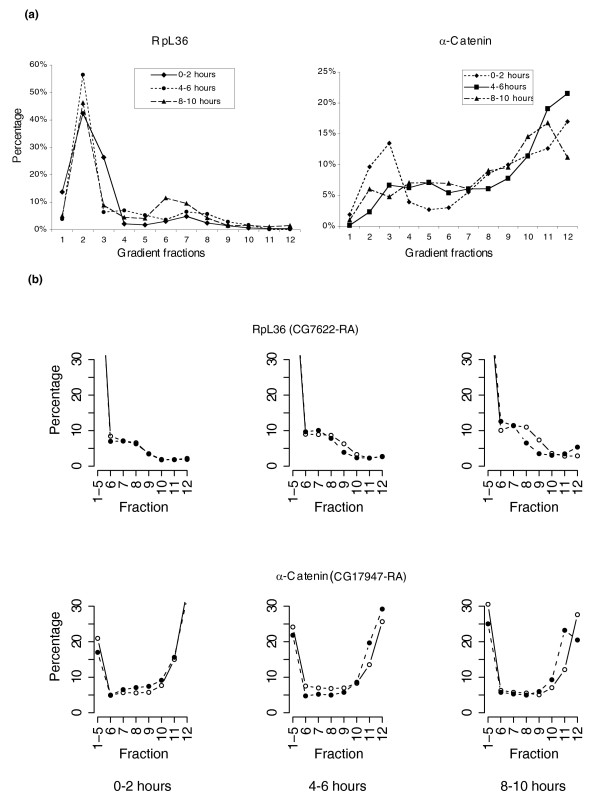
Polysomal profiles of RpL36 mRNA and α-catenin mRNA. **(a) **Quantification of mRNAs encoding RpL36 and α-catenin in individual fractions by real-time PCR. The distribution of each mRNA along the 12 fractions is shown in a percentile scale, which was the average of two independent gradient fractionations. **(b) **Percentile polysomal distribution of RpL36 mRNA and α-catenin mRNA by the measurement of microarrays: x-axis, individual fractions; y-axis, the percentage of a mRNA species in individual fractions. Two sets of microarrays prepared from independent gradient-fractionated RNAs are shown as the open and closed circles individually. The first point is the sum of mRNAs from the first five non-polysomal fractions (fractions 1-5).

**Figure 3:**
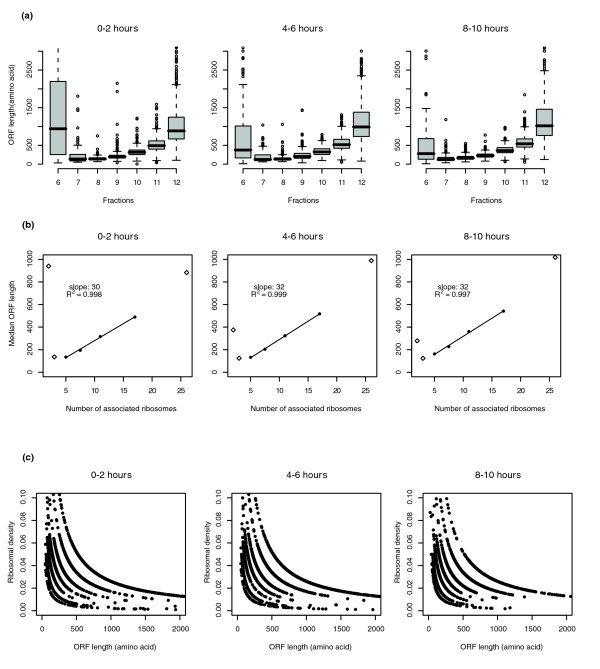
Ribosomal density analysis. **(a) **Boxplots of the ORF length of all the RNA that peaked in each fraction. The plots include only the genes that have a clearly defined EDTA-releasable peak on their polysomal profiles and a signal intensity higher than the median of all the signals at each time point. Thus, 2,237 genes were included at 0-2 hours, 2,282 genes at 4-6 hours and 2,446 genes at 8-10 hours. x-axis, polysomal fractions 6-12; y-axis, transcript ORF length (amino acid). The box stretches from the ORF length at lower 25th percentile to that at the 75th percentile; the median of the ORF length is shown as a line across the box. The vertical dashed lines indicate the ORF length ranges of individual fractions. **(b) **The median ORF length of mRNAs peaking in each fraction versus the assigned number of associated ribosomes in each fraction. The assigned number of associated ribosomes of fractions 6-12 is in the order of 2, 3, 5, 7.5, 11, 17 and 26, respectively. x-axis, the assigned number of associated ribosomes; y-axis, ORF length (amino acids). The slope and the coefficient of determination (R^2^) are shown with each trend line. The data points for fractions 6, 7 and 12 are shown as diamonds, which are not included in the slope calculation. **(c) **Inverse correlation of the ribosomal density and ORF length. x-axis, ORF length (amino acids); y-axis, ribosomal density that is defined as the ratio of the estimated number of associated ribosomes to the ORF length of mRNA (amino acid).

**Figure 4:**
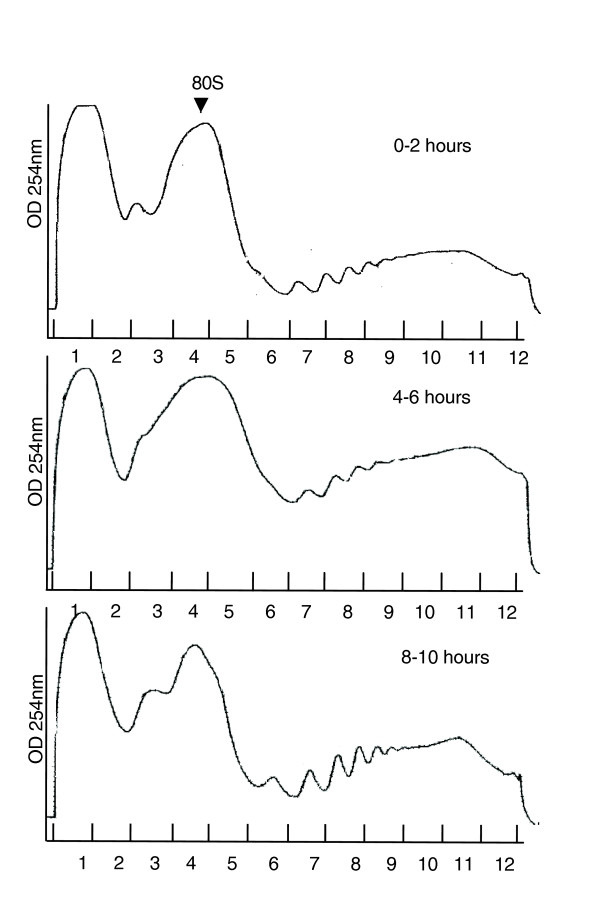
The ultraviolet absorbance profiles at OD 254 nm from 0-2 hour, 4-6 hour and 8-10 hour old embryos.

**Figure 5:**
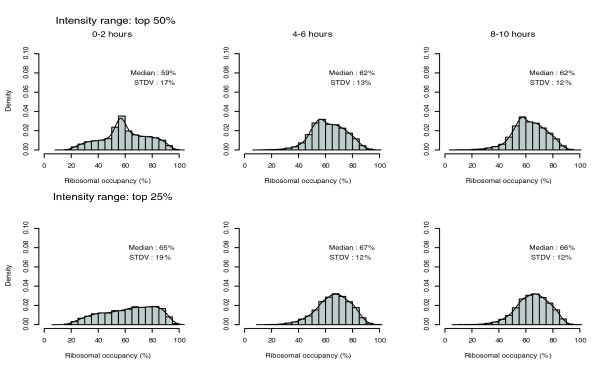
Analysis of ribosomal occupancy. Histograms of ribosomal occupancy, which is defined as the percentage of polysomal associated mRNAs for individual transcript species. The top panels include the probe sets with the top 50% signal intensity among all the probe sets and the bottom panels only include the probe sets with the top 25% intensity. The x-axis is the value of ribosomal occupancy (%). The spacing of rectangles is 5%. The heights of rectangles (y-axis) are densities, defined as density = (number of genes with their value within the 5% range of individual rectangle/total number of genes in the set)/width (5% in these plots). Therefore, the total area of all rectangles equals 1. The lines over the rectangles are the smoothed histograms. STDV, standard deviation.

**Figure 6:**
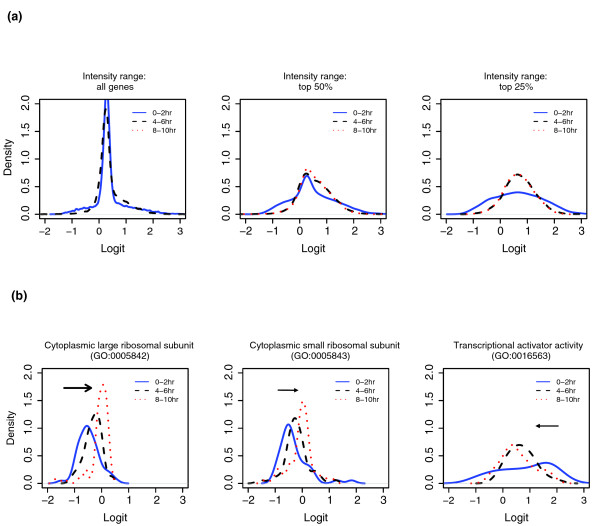
Comparison of polysomal association between 0-2 hour, 4-6 hour and 8-10 hour old embryos. **(a) **Smoothed histograms (density plots) of Logits for individual transcript species from 0-2 hour, 4-6 hour and 8-10 hour old embryos were determined. x-axis, Logit, defined as log {percent(6-12)/percent(1-5)}; y-axis, density of Logit. The left panel includes all the probe sets, the middle panel includes the probe sets with the top 50% signal intensity and the right panel includes only the probe sets with the top 25% intensity. **(b) **Smoothed histograms (density plots) of Logits of the genes encoding cytoplasmic large ribosomal proteins (GO0005842, 56 genes, left), cytoplasmic small ribosomal proteins (GO0005943, 48 genes, middle) and transcription activator (GO0016563, 35 genes, right). The arrows point in the direction of development.

**Figure 7:**
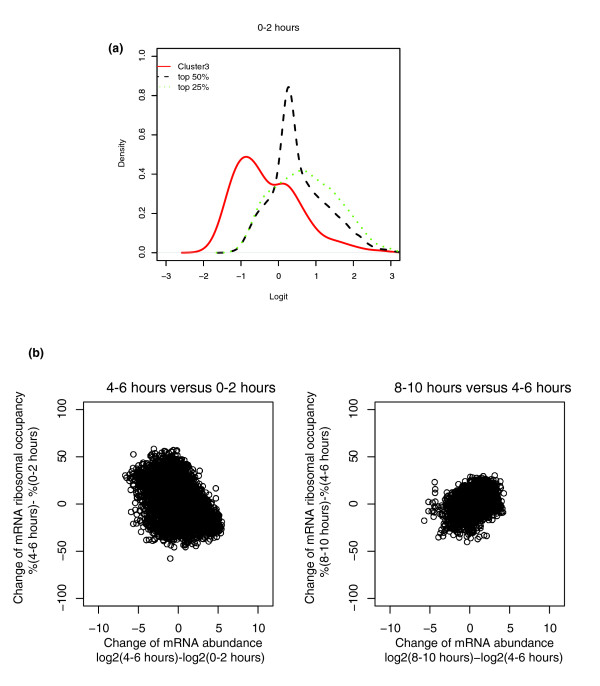
Correlations between change of mRNA abundance and ribosomal occupancy. **(a) **Smoothed histograms (density plots) of Logits of 169 maternal mRNAs (cluster 3 as described by Tomancak *et al*. [23]) and the density plots of the probe sets with the top 50% signal intensity and the probe set with the top 25%. x-axis, Logit; y-axis, density of Logit. **(b) **Scatter plot of change in ribosomal occupancy against change of mRNA abundance over the time course.

**Figure 8:**
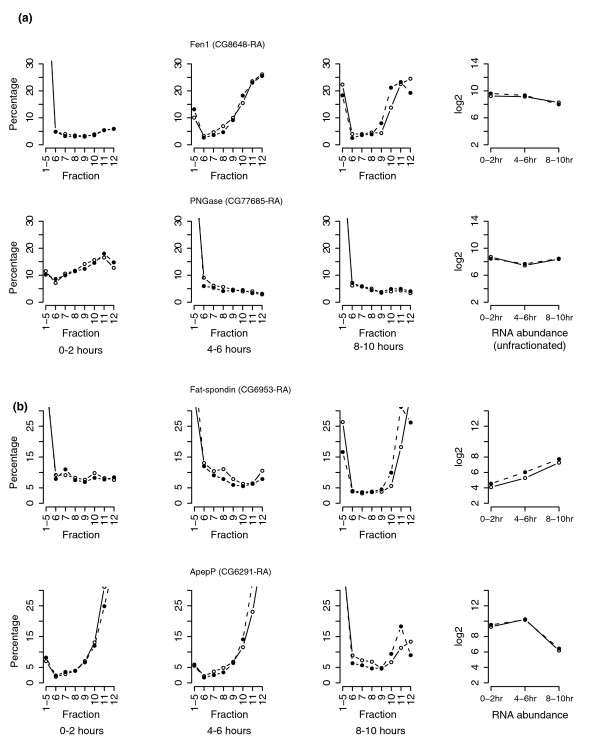
Percentile polysomal profiles of representative mRNAs whose polysomal association is highly regulated during early embryonic development. **(a) **Translational regulation between 0-2 hours and 4-6 hours. Duplicate array experiments prepared from independently fractionated RNA samples are shown individually. The first point is the sum of mRNAs from the first five non-polysomal fractions (fractions 1-5). Fen1 is up-regulated after the first two hours while PNGase is down-regulated. Their relative mRNA abundance is plotted in the far right panel. The abundance is shown as a Log2 scale (y-axis), which is determined by the signal intensity on the GeneChips and normalized as described in Materials and methods. **(b) **Translational regulation between 4-6 hours and 8-10 hours. Fat-spondin is up-regulated between 4-6 hours and 8-10 hours while ApepP is down-regulated. The right panel illustrates the relative mRNA abundance at each time period.

**Figure 9:**
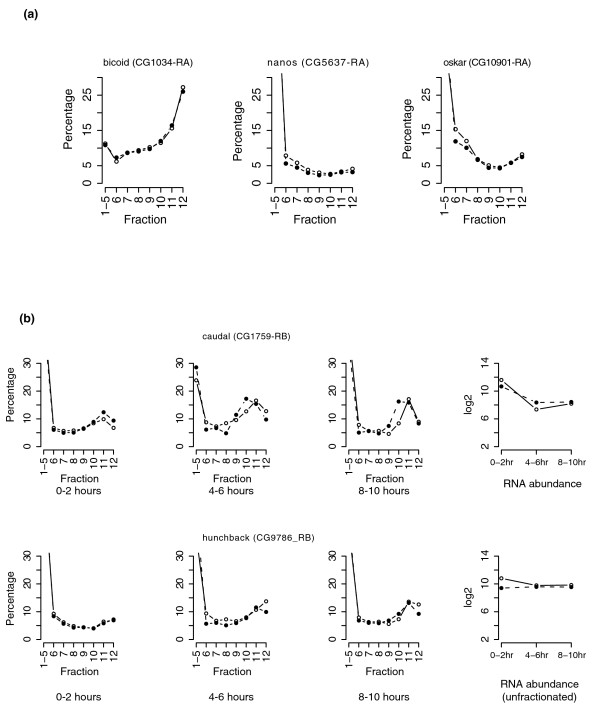
Percentile polysomal profiles of several known subcellularly localized transcripts. **(a) **Percentile polysomal profiles of *nanos*, *oskar *and *bicoid *from 0-2 hour old embryos. **(b) **Percentile polysomal profiles of caudal mRNAs and hunchback mRNAs at 0-2 hours, 4-6 hours and 8-10 hours. Two sets of microarrays prepared from independent gradient-fractionated RNAs are shown as the open and closed circles individually. The right panel illustrates their relative mRNA abundance (y-axis) at each time period (x-axis).

**Table 1:** GO terms for mRNA transcripts preferentially excluded from polysomes at 0-2 hours(1,404 genes)

Term	GO	No. of genes in *D. melanogaster *database	No. of genes in the selected group	*p *value
Biological process (918 genes*)				
Biosynthesis	GO0009058	996	189	2.47E-16
Primary metabolism	GO0044238	5,032	638	3.85E-07
Macromolecule biosynthesis	GO0009059	579	136	5.55E-22
Protein biosynthesis	GO0006412	548	130	1.48E-21
Translation	GO0043037	214	51	4.21E-09
Amino acid activation	GO0043038	66	22	1.36E-08
Lipid metabolism	GO0006629	542	82	4.14E-03
Membrane lipid biosynthesis	GO0046467	33	12	5.46E-06
Response to endogenous stimulus	GO0009719	150	34	9.39E-06
Response to external stimulus	GO0009605	714	34	8.83E-09
Cell communication	GO0007154	1,928	159	1.60E-06
Cell cycle	GO0007049	520	92	1.90E-06
				
Molecular function (933 genes*)				
Structural constituent of ribosome	GO0003735	205	70	4.08E-26
Ligase activity	GO0016874	345	71	1.56E-08
Receptor activity	GO0004872	666	30	1.31E-08
Nucleic acid binding	GO0003676	1,988	314	6.86E-14
				
Cellular component (637 genes*)				
Cytoplasm	GO0005737	1,695	304	1.60E-23
Ribosomes	GO0005840	206	71	5.53E-26
Cytosolic large ribosomal subunit	GO0005842	56	30	3.18E-23
Cytosolic small ribosomal subunint	GO0005843	48	21	1.97E-12

*Number of the probe sets in the selected group with an available annotation as biological process, molecular function or cellular component.

**Table 2:** GO terms for mRNA transcipts preferentially associated with polysomes at 0-2 hours (906 genes)

Term	GO	No. of genes in *D. melanogaster *database	No. of genes in the selected group	*p *value
Biological process (535 genes*)				
Development	GO0007275	1,992	181	2.01E-07
Pattern specification	GO0007389	318	38	8.90E-05
Embryonic pattern specification	GO0009880	148	22	4.45E-05
Blastoderm segmentation	GO0007350	118	19	2.86E-05
Regulation of biological process	GO0050789	1,681	143	3.76E-04
Regulation of cellular process	GO0050794	1,561	139	3.92E-05
Gametogenesis	GO0007276	574	64	4.82E-06
				
Molecular function (539 genes*)				
Transcription regulator activity	GO0030528	971	88	5.05E-04
RNA pol II transcription activity	GO0003702	362	45	2.43E-06
General RNA pol II transcription activity	GO0016251	110	37	1.94E-13
Transcriptional activator activity	GO0016563	35	11	1.78E-09
Transcription cofactor activity	GO0003712	86	16	4.42E-06
Transcriptional coactivator activity	GO0003713	24	8	8.58E-08
DNA binding	GO0003677	947	85	1.12E-04
RNA binding	GO0003723	438	50	1.57E-05
				
Cellular component (392 genes*)				
Nucleus	GO0005634	1,793	324	2.21E-18
Nucleoplasm	Go0005654	249	42	6.97E-10
Transcription factor complexes	GO0005667	92	19	3.16E-07
DNA-directed RNA polymerase II, holoenzyme	GO0016591	91	21	1.97E-09
Actin filament	GO0005884	26	14	1.08E-20

*Number of the probe sets in the selected group with an available annotation as biological process, molecular function or cellular component.

**Table 3:** GO terms for mRNA transcripts preferentially excluded from polysomes at 4-6 hours (621 genes)

Term	GO	No. of genes in *D. melanogaster *database	No. of genes in the selected group	*p *value
Biological process (333 genes*)				
Macromolecule biosynthesis	GO0009059	579	88	1.53E-44
Protein biosynthesis	GO006412	548	87	9.10E-04
				
Cellular component (252 genes*)				
Eukaryotic 43S pre-initiation complex	GO0016282	70	32	3.22E-62
Eukaryotic translation initiation, factor 3 complex	GO0005852	15	8	1.05E-19
Cytosolic large ribosomal subunit	GO0005842	56	33	6.68E-86
Cytosolic small ribosomal subunint	GO0005843	48	23	1.35E-47

*Number of the probe sets in the selected group with an available annotation as biological process, molecular function or cellular component.

**Table 4:** GO terms for mRNA transcipts preferentially associated with polysomes at 4-6 hours (536 genes)

Term	GO	No. of genes in *D. melanogaster *database	No. of genes in the selected group	*p *value
Biological process (319 genes*)				
Nucleobase, nucleoside, nucleotide and nucleic acid metabolism	GO0006139	2,008	138	3.96E-15
RNA metabolism	GO0016070	394	46	4.27E-16
RNA processing	GO0006396	271	28	3.33E-08
Transcription initiation from pol II promoter	GO0006367	92	13	4.14E-07
				
Cellular component (216 genes*)				
Nucleus	GO0005634	1,793	114	5.77E-11
DNA-directed RNA polymerase II, holoenzyme	GO0016591	91	17	2.01E-13
Spliceosome complexes	GO0005681	111	16	7.56E-09
Small nuclear ribonucleoprotein complex	GO0030532	63	13	5.12E-12
Proteasome regulatory particle	GO0005838	24	11	1.90E-26

*Number of the probe sets in the selected group with an available annotation as biological process, molecular function or cellular component.

How the deposited data were processed for this re-analysis (not part of the article)

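Soluble extracts of Drosophila embryos of 0-2, 4-6 and 8-10 hours were separated on sucrose gradients, and RNA was measured on Affymetrix Drosophila Genome 2.0 arrays. For each period there are 2 untreated gradients with 8 arrays each (the pool of fractions 1-5 and each of fractions 6 to 12), 1 gradient treated with EDTA with 4 arrays (fractions 1-5, 6-7, 8-9 and 10-12) and 2 arrays of unfractionated RNA. This gives 48, 12 and 6 arrays, 66 in all, and all were used. The paper calls the 2 gradients of a period independent replicates, and the arrays were grouped by the labels of their samples.

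The authors made the deposited values by RMA (background correction, quantile normalization and summary of probes into probe sets), and they are on the log2 scale. Per the methods, equal volumes of RNA from each fraction were labelled and fractions 1-5 were pooled as their average. Values run from 2.46 to 14.3, and array medians from 4.55 to 5.13. RMA scales the arrays to each other and does not keep differences in total mRNA between fractions, so a percentage compares an mRNA with the other mRNAs of the same fractions. The deposited table has 18952 probe sets, of which 183 are controls and 18769 are not; 13647 have 1 gene symbol, 402 have several and 4903 have none or are not listed, and 11982 genes are named.

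Ribosomal occupancy was computed for each gradient as the percentage of linear signal in fractions 6-12, with the pool of fractions 1-5 counted 5 times, and the Logit as the natural logarithm of the percentage in fractions 6-12 over that in fractions 1-5. A mean occupancy is given with the SD of the 2 gradients of a period. A profile with equal signal on all arrays has an occupancy of 58.3%. Between the 2 gradients of a period the median absolute difference in occupancy was 3.92, 3.15 and 4.59 percentage points over the periods, and unfractionated arrays of a period correlated with r of 0.956, 0.984 and 0.981 across probe sets, which are not independent replicates. The number of arrays limits the precision of all values.

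Changes between periods were tested with limma 3.58.1 in R 4.3.3 on the 6 Logits, and on the log2 values of the 6 unfractionated arrays, for 10358 probe sets of 8006 genes whose mean gradient signal was in the top 50% in at least 1 period. The effect of EDTA was tested with limma on the log2 values of the 9 arrays of fractions 1-5, with period by treatment as groups; there is 1 EDTA array per pool and period, and its spread was taken to be that of the untreated pairs. All these p are adjusted by Benjamini-Hochberg with a threshold of 0.05, and an mRNA is said to have risen, fallen or changed only where it passed. With 2 gradients per group an exact permutation test can reach no p below 0.333, and other single values were not tested.

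Following the paper, a probe set was preferentially translated with a Logit above 1.5 and an SD of the 8 log2 values of its mean profile above 0.5, and preferentially untranslated with a Logit below -0.15 and an SD below 1. Probe sets that were lower with EDTA in fractions 1-5 were left out of the classes and of the distributions. This is 1 reading of the filter in the methods, which removed 2439, 2433 and 4359 probe sets in the paper and 208, 361 and 341 here. The paper's lists of untranslated mRNAs hold 83, 157 and 122 probe sets that were removed here. This argues against the filter, as read and tested here, having been applied to those lists. The 3000 probe sets of most distinct peaks were chosen among those of above-median signal that were not lower with EDTA.

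Gene groups were fixed by name before the data were examined. They are the proteins of the large and small ribosomal subunit, mitochondrial ribosomal proteins, eIF3, aminoacyl-tRNA synthetases, the regulatory and core particle of the proteasome, spliceosomal snRNP proteins, RNA polymerase II and the general transcription factors, Mediator, gap and pair-rule genes, early zygotic genes, germ plasm and localized maternal mRNAs, cell cycle regulators, DNA replication, glycolysis, membrane lipid synthesis, the translocon and signal recognition particle, ovary and eggshell, muscle, neurons and glia, hemocytes and fat body, and, as genes not used by embryos, odorant and gustatory receptors and seminal fluid proteins. Trap1 was removed from Mediator and Acp65Aa from the seminal fluid proteins after the gene names and before any values were seen, since they have other functions. Several groups resemble terms that the paper's tables report from these same arrays, such as ribosomal proteins, eIF3, snRNP proteins and the regulatory particle of the proteasome. Class tests of such groups are not independent of the paper's results. A gene was represented by its probe set of highest signal. Groups of at least 5 tested genes were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, adjusted over groups and both intervals; camera compares a group with other genes and fry with no change. Members of the classes were compared with other named genes by Fisher's exact test, and Logits of groups between periods by the two-sample exact Kolmogorov-Smirnov test, in both of which genes are the units and are not independent replicates. Correlations across probe sets are given without p.

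The genes named are every gene the paper names with a measurement, the 10 genes of largest rise and of largest fall in each interval among those that passed, whose gradients of 1 period both lie beyond both of the other and whose symbol is not a CG number, and in each group up to 4 genes, the 2 of largest change and the 2 of highest signal. For a gene with several probe sets, the 1 that the paper's files pair with the plotted transcript was taken, and otherwise that of highest signal. The paper's figures and supplementary lists were seen before this rule was written. For oskar the files pair 2 probe sets with the plotted transcript, and the 1 whose profile looks like the plotted one was taken; the values of the others are given beside it. PNGase is the gene Pngl in the annotation of the arrays.

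Alternatives tried were the pool of fractions 1-5 counted once; fractions 7-12 or 8-12 as polysomal; each array's 10th percentile subtracted as background with a floor of 1; quantile normalization applied again; arrays shifted to the same median; other filters on signal; other designs and variance priors; other logarithms in the Logit; no EDTA filter; other averages over gradients or probe sets; and leaving out each gradient or unfractionated array in turn. A separate EDTA fit per period and an SD with divisor 8 were added after the data had been seen. The tests were tested on simulated data with 50 probe sets changed at each of 4 sizes among 10358: changes of 0.5, 1, 2 and 3 in the Logit were found for 5, 30, 50 and 50, and in log2 abundance for 4, 21, 42 and 42, with 7 unchanged probe sets among 142 and 116 called.

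The probe sets of Additional data files 1 and 2 were compared with the classes and changes found here. Not analysed here are ribosomal density and the lengths of coding sequences, gene ontology terms, and a published list of maternal mRNAs. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.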

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

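The interaction test of EDTA and the tests of normalization and of heavy complexes given here were chosen only after the result was seen, as was the set of gene groups counted as not named in the paper's text or tables. A group is listed where camera with a preset correlation called it and its mean Logit change was larger than the 0.10 of the 7 tested odorant and gustatory receptors, which embryos do not use. None of these groups was called with an estimated correlation (adjusted p = 0.921 for each), so the calls rest on genes of a group varying nearly independently.

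Mitochondrial ribosomal proteins, which the nucleus encodes for the ribosomes of mitochondria, are not named in the paper as a group; its terms for ribosomes were not analysed here. Of 71 genes 35 rose in Logit and 4 fell from 0-2 to 4-6 hours by limma (37 and 4 when adjusted over the list alone), with a mean of 0.52 (camera, preset correlation, adjusted p = 0.00124). The occupancy of mRpS35 went from 36.5% ± 2.43 to 76.9% ± 3.50 (SD, n = 2 gradients; 1.77, SE 0.14, adjusted p = 2.7e-05) and that of mRpL21 from 41.1% ± 9.04 to 79.4% (1.72, SE 0.19, adjusted p = 9.2e-05), while mRpS7 did not pass (0.36, adjusted p = 0.188). The mean occupancy of the group at 0-2 hours was 54.5% in the first gradient and 65.3% in the second. The call for the group is lost with fractions 6 and 7 as non-polysomal (0.33), with quantile normalization again (0.31) and without the first gradient of 0-2 hours (0.28). The further mean change of 0.32 from 4-6 to 8-10 hours was called in all 14 other settings at a preset correlation, with 0.25 to 0.42, while by limma 2 genes rose and 0 fell (0 and 0 over the list alone, 23 and 0 at an unadjusted p below 0.05). Median abundance changed by -0.27 and -0.09 on the log2 scale in the 2 intervals, with 6 genes rising and 22 falling, and then 5 and 10.

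Other groups not named in the paper had mean changes from 0-2 to 4-6 hours of -0.57 for the core particle of the proteasome, 1.08 for DNA replication and -1.14 for early zygotic genes. Over 14 settings at a preset correlation these ran from -0.86 to -0.28, 0.93 to 1.19 and -1.28 to -0.91, and all were called except the core without the second gradient of 0-2 hours (-0.28). Fry asks another question, whether a group differs from no change, and called early zygotic genes (adjusted p = 0.0451) and not the core (adjusted p = 0.242), DNA replication (adjusted p = 0.0513) or mitochondrial ribosomal proteins (adjusted p = 0.210, and 0.375 in the next interval).

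Between 4-6 and 8-10 hours the mean changes were -0.20 for DNA replication, 0.56 for muscle and 0.31 for hemocytes and fat body. The call for muscle held in the 14 settings (0.37 to 0.72). Fry called none of the 3 (adjusted p = 0.377, 0.0884 and 0.242). That for DNA replication is lost with quantile normalization again (-0.07) and without the first gradient of 8-10 hours (-0.04). In hemocytes and fat body 2 of 12 genes rose and 0 fell (limma; 4 and 0 over the list alone, 5 and 0 at an unadjusted p below 0.05), and camera's call (adjusted p = 0.0264) is lost with quantile normalization again (0.29), without the second gradient of 4-6 hours (0.26) and without the second of 8-10 hours (0.16). These signals are sums over genes of many cell types, and no explanation was tested.

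An interaction test in limma over 9 arrays called 87 probe sets with a more positive and 37 with a more negative effect of EDTA on fractions 1-5 at 8-10 than at 0-2 hours. Each period has 1 EDTA array of these fractions, so a difference between single arrays or preparations gives such calls too, and they do not show that the effect of EDTA differs between periods. This test was not repeated under the alternatives.

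mRNAs lower with EDTA in fractions 1-5 had lower median occupancies without it than the top 50%. The differences were -24.1, -21.1 and -26.3 percentage points at 0-2, 4-6 and 8-10 hours. Below the median of the top 50% lay 200 of 208, 359 of 361 and 340 of 341. Normalization of the arrays to each other and heavy complexes that EDTA leaves intact cannot be told apart by the -21.1 points. The reason is that the untreated arrays of fractions 1-5 enter both the call and the occupancy. No biological explanation was tested.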

How the results depend on the processing

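The separate EDTA fit per period and the SD with divisor 8 were chosen after seeing the data, as was the test that exchanges parts of the fit after background is subtracted, and all other alternatives beforehand. Results that keep their direction and side of the threshold come first, then each value that did not. Where no reason is given, the cause was not tested. Alternatives for ribosome spacing were not run, because coding lengths were not used here.

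Over the values that answer a comparison, 340 alternatives kept the result, 115 moved it, 1 ended a call, 1 made a call and none changed a sign. Over single genes and groups, 3638 kept direction and side of the threshold, 237 ended a call, 27 made a call, 12 moved a value and 167 changed a sign, all but 3 of them passing neither as reported nor in the alternative.

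From 0-2 to 4-6 hours the counts of probe sets whose Logit rose and fell stayed within 1.5 times of 2830 and 2179 in all 19 alternatives (2088 to 3076 and 1555 to 2540), and those of abundance in all 11 (2192 to 3229 and 2034 to 3078). Shifting arrays to the same median moved the median change there from 0.10 to -0.05 in log2 abundance and from -0.01 to 0.09 in the Logit, against which changes with that scaling are to be read. Over the alternatives run, the correlation of the changes was between -0.425 and -0.335 in that interval and between 0.185 and 0.319 in the next. Replicates 1 and replicates 2 taken alone gave -0.395 and -0.330 and then 0.115 and 0.343, and over all probe sets replicates 1 gave 0.0407 in the second interval. The mean change of the large ribosomal subunit stayed between 0.21 and 0.37 from 0-2 to 4-6 hours and between 0.26 and 0.36 from 4-6 to 8-10 hours, that of the small between 0.077 and 0.24 and between 0.10 and 0.29, and the Kolmogorov-Smirnov D of the large subunit between 0.778 and 0.889. With an estimated correlation the 16 groups that pass with a preset one become 0, and the large subunit from 4-6 to 8-10 hours (0.31) does not pass; without the second gradient of 8-10 hours the small subunit does (0.29). With genes above the median as background, 19 of the class tests pass instead of 32. At 0-2 hours those lost are the large ribosomal subunit (adjusted p = 0.259), cell cycle regulators (0.231) and membrane lipid synthesis (0.131) in the untranslated class and the proteasome core (0.248), Mediator (0.437) and gap and pair-rule genes (0.0550) in the translated class. At 4-6 hours they are snRNP proteins (0.0676) and polymerase II and its factors (0.228) in the translated class, and at 8-10 hours the regulatory particle of the proteasome and polymerase II and its factors in the translated class (0.0630 for both) and germ plasm mRNAs in the untranslated class (0.127). Odorant and gustatory receptors had 0 of 112 genes in either class at 0-2 hours and 0 of 112 in the translated class at 4-6 hours. These low counts do not pass at 0-2 hours with the 5 left and were not tested at 4-6 hours. Ovary and eggshell mRNAs in the untranslated class at 4-6 hours pass only with this background (3 of 9, adjusted p = 0.0484).

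Background subtraction left 0 rises and 1 fall of the Logit from 4-6 to 8-10 hours (853 and 816 before adjustment). Of the 723 calls 718 kept their sign, with a median size of 0.81 before and 0.89 after, while the median SE went from 0.158 to 0.189. The prior degrees of freedom that limma adds went from 6.1 to 0.94: with those of the fit without subtraction 472 rises and 458 falls pass after subtraction, and with those after subtraction 0 and 0 pass without it, so the calls ended with the smaller degrees of freedom. Testing only the top 25% gave 115 rises there, with fewer probe sets tested. The other alternatives kept 270 to 461 rises and 220 to 341 falls. Leaving out 1 gradient gave 58 to 394 rises and 51 to 338 falls: 61 and 53 without the first gradient of 4-6 hours, 58 and 51 without the second and 200 and 139 without the first of 8-10 hours. For abundance, leaving out 1 unfractionated array gave 1019 to 2505 rises and 836 to 2604 falls in that interval: 1019 and 836 without the first of 4-6 hours, 1046 falls without the second, 1232 and 927 without the first of 8-10 hours and 1150 and 873 without the second.

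The larger SD of occupancy at 0-2 hours remained in all alternatives. Its difference from 4-6 and 8-10 hours was 3.30 and 3.47 with the pool counted once, 3.80 and 3.89 with fraction 6 as non-polysomal, 2.47 and 2.19 with fractions 6 and 7 so, 4.32 and 4.49 without the EDTA filter and 5.23 (4-6 hours) with quantile normalization again; leaving out 1 gradient gave 4.09 to 5.17 and 4.31 to 5.49.

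The classes moved in many alternatives, since weights, fractions and logarithms shift all Logits against fixed limits. Translated and untranslated probe sets at 0-2, 4-6 and 8-10 hours were 3513 and 0, 4385 and 0, and 5216 and 0 with the pool counted once; 354 and 4339, 146 and 4856, and 124 and 3601 with fraction 6 as non-polysomal; and 74 and 14584, 25 and 13678, and 18 and 13094 with fractions 6 and 7 so. Background subtraction gave 2470, 2225 and 1524 untranslated and 816 translated at 8-10 hours. Quantile normalization gave 322 translated and the same median 331 untranslated, both at 4-6 hours. A log2 Logit gave 2076, 1804 and 1818 translated; a log10 Logit gave 5, 0 and 0 translated and 201 and 210 untranslated at 4-6 and 8-10 hours. Leaving out 1 gradient gave 482 to 1082 untranslated at 4-6 hours, the 1082 without the second of 4-6 hours. The overlap with the paper's lists, 4066, was 1938 with the pool counted once, 2245 with fractions 6 and 7 as non-polysomal and 1146 with a log10 Logit.

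Counts with EDTA moved in many alternatives as well. Quantile normalization gave 361 lower at 0-2 hours, 805 higher and 692 lower at 4-6 hours and 843 and 588 at 8-10 hours; the same median gave 118 lower at 0-2 and 219 at 8-10 hours. The top 50% alone gave 919 higher and 464 lower at 0-2 hours and 574 lower at 4-6 hours. A separate fit per period, chosen after seeing the data, gave 356 lower at 0-2 hours, 604 at 4-6 hours and 208 higher and 15 lower at 8-10 hours. Leaving out 1 untreated gradient gave, higher and lower, 150 to 822 and 3 to 526 at 0-2 hours, 173 to 1600 and 11 to 627 at 4-6 hours and 729 to 1208 and 155 to 866 at 8-10 hours. At 0-2 hours the lower count was 50 without the first gradient of 0-2 hours, 3 without the second, 17 without either of 4-6 hours and 526 without either of 8-10 hours; the higher count was 150 without the second of 0-2 hours and 301 without either of 4-6 hours. For 4-6 hours the lower count was 222 without either of 0-2 hours, 11 and 64 without the first and second of 4-6 hours and 627 without either of 8-10 hours, and the higher count 173 and 561 without the first and second of 4-6 hours. For 8-10 hours the lower count was 194 without either of 0-2 hours, 155 without either of 4-6 hours and 866 without the second of 8-10 hours, and the higher count 729 without either of 4-6 hours. A lone gradient is assumed to vary like the others. With all 4 pools weighted equally the median share in fractions 10-12 with EDTA was 26.1%, 25.8% and 27.7%.

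With replicate number as a block, EDTA counts were 221 higher and 6 lower at 0-2 hours, 621 and 172 at 4-6 hours and 493 and 110 at 8-10 hours. Differences between replicates 1 and 2 at 0-2 hours and those at 4-6 hours, 0-2 and 8-10 hours, and 4-6 and 8-10 hours correlate with r of -0.041, -0.287 and -0.089 for the Logit and 0.146, 0.249 and 0.577 for unfractionated RNA. The Logit values give no positive correlation by which numbers would pair gradients. Those of unfractionated RNA are all positive, and the abundance tests reported took the arrays as unpaired.

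Hand, mex1 and Mlc2, whose Logits rose from 4-6 to 8-10 hours, had changes of -0.43, -0.28 and -0.11 with fractions 6 and 7 as non-polysomal, and none of these passed. The following values changed sign without passing under either setting. Each is a mean Logit change for a group or a Logit change for a gene.

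With fraction 6 as non-polysomal these were, from 0-2 to 4-6 hours ovary and eggshell 0.010, fat-spondin -0.10, Hand -0.14, Mlc2 -0.010; from 4-6 to 8-10 hours eIF3 subunits 0.028, proteasome core particle 0.046, membrane lipid synthesis 0.0097, ovary and eggshell -0.0058, wun 0.026, SamDC 0.077, Sf3b6 -0.0015, Nrg 0.0091.

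Under the setting with fractions 6 and 7 as non-polysomal they were, from 0-2 to 4-6 hours ovary and eggshell 0.031, CycG 0.036, fat-spondin -0.098, TwdlM 0.031, Hand -0.26, mex1 -0.063, GstZ1 -0.086, PIG-B 0.038, Mlc2 -0.078; from 4-6 to 8-10 hours eIF3 subunits 0.058, proteasome core particle 0.14, polymerase II and its factors -0.0078, membrane lipid synthesis 0.041, ovary and eggshell -0.0096, odorant and gustatory receptors 0.016, wun 0.082, Idgf4 0.066, SamDC 0.22, eIF3k 0.030, Rpn11 0.038, Prosalpha6 0.048, Sf3b6 -0.14, SmE -0.0019, Taf10b -0.042, Mcm3 -0.029, Sec61beta -0.0026, Nrg 0.025.

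Those for background subtracted were, from 0-2 to 4-6 hours bcd 0.31, jhamt 0.52, mex1 -0.76, Mlc2 -0.42; from 4-6 to 8-10 hours snRNP proteins 0.00011, LanA -0.0025.

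Taking quantile normalization applied again gave, from 0-2 to 4-6 hours ovary and eggshell 0.024, muscle 0.023, jhamt 0.025; from 4-6 to 8-10 hours eIF3 subunits 0.0032, snRNP proteins 0.048, Mediator subunits 0.099, gap and pair-rule genes 0.12, membrane lipid synthesis 0.024, ovary and eggshell -0.022, CycG 0.042, stau 0.043, SamDC 0.022, RpL41 -0.0074, Polr2M 0.14, twi 0.066, Srp72 0.0070, fs(1)K10 0.0056, Nrg 0.027.

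For arrays shifted to the same median there were, from 0-2 to 4-6 hours snRNP proteins 0.056, ovary and eggshell 0.046, muscle 0.072, odorant and gustatory receptors 0.0057, jhamt 0.092; from 4-6 to 8-10 hours aminoacyl-tRNA synthetases -0.026, polymerase II and its factors -0.036, ovary and eggshell -0.049, neurons and glia -0.027, PNGase -0.047, hb -0.0047, RpL15 -0.014, ArgRS -0.016, Prosbeta2 -0.0043, U2A -0.070, MED30 -0.0077, Mcm3 -0.012, PIG-B -0.021, Sry-alpha -0.014, LanA -0.053, Gr59e -0.0017.

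In the fit with the mean of all probe sets of a gene the values were, from 0-2 to 4-6 hours germ plasm mRNAs -0.0043.

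Leaving out 1 gradient gave ranges that cross 0 from 0-2 to 4-6 hours for snRNP proteins -0.15 to 0.059, ovary and eggshell -0.14 to 0.0080, muscle -0.096 to 0.035, CycG -0.44 to 0.19, fat-spondin -0.17 to 0.30, bcd -0.41 to 0.10, jhamt -0.060 to 0.040, PPO1 -0.084 to 0.22, TwdlM -0.37 to 0.046, Hand -0.15 to 0.19, mex1 -0.057 to 0.43, Osi9 -0.044 to 0.51, GstT1 -0.43 to 0.19, RpL41 -0.039 to 0.16, Mlc2 -0.23 to 0.30.

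Between 4-6 and 8-10 hours such ranges were eIF3 subunits -0.058 to 0.037, aminoacyl-tRNA synthetases -0.087 to 0.15, snRNP proteins -0.060 to 0.049, polymerase II and its factors -0.015 to 0.061, Mediator subunits -0.11 to 0.0080, gap and pair-rule genes -0.13 to 0.086, membrane lipid synthesis -0.084 to 0.035, ovary and eggshell -0.055 to 0.073, neurons and glia -0.14 to 0.20, CycG -0.12 to 0.055, CycT -0.39 to 0.050, stau -0.15 to 0.14, PNGase -0.13 to 0.15, hb -0.17 to 0.27, Bro -0.49 to 0.013, wun -0.093 to 0.018, SamDC -0.21 to 0.077, Saf-B -0.45 to 0.30, RpL41 -0.0071 to 0.14, RpS10a -0.18 to 0.46, ArgRS -0.17 to 0.26, GluProRS -0.17 to 0.32, Prosbeta2 -0.038 to 0.17, U2A -0.17 to 0.18, Polr2M -0.16 to 0.13, MED30 -0.13 to 0.26, odd -0.053 to 0.23, CycB -0.23 to 0.023, Mcm3 -0.22 to 0.32, Mcm2 -0.38 to 0.19, Eno -0.27 to 0.0092, PIG-B -0.10 to 0.17, Sry-alpha -0.10 to 0.19, twi -0.29 to 0.081, Srp72 -0.21 to 0.12, Srp68 -0.24 to 0.17, elav -0.0017 to 0.25, Nrg -0.32 to 0.24, LanA -0.17 to 0.17, Or43b -0.33 to 0.072, Gr59e -0.10 to 0.21.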

Differences from the paper's values

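The test that removes probe sets called in either direction by EDTA was chosen only after the result was seen, and the others before. The numbers the paper states for measures computed here are within 1.5 times of those found here. The EDTA filter is such a case only in the probe sets it leaves: the paper's 16513, 16519 and 14593 at 0-2, 4-6 and 8-10 hours stand against 18744, 18591 and 18611, so that the paper removed 2439, 2433 and 4359 and 208, 361 and 341 were removed here, both at a false discovery rate of 0.05. The paper's methods first describe mRNAs that are higher in the light fraction with EDTA and then say that such genes were removed, and later that mRNAs not released by EDTA were removed; here those called lower were removed. Of the alternatives set before the data were examined none reaches the paper's numbers: the largest numbers removed were 526 at 0-2 hours (without either gradient of 8-10 hours), 692 at 4-6 hours (quantile normalization again) and 866 at 8-10 hours (without the second gradient of 8-10 hours). Removing all probe sets called in either direction would leave 18133, 17321 and 17318. The paper's lists of untranslated mRNAs hold 83, 157 and 122 probe sets that were removed here as lower with EDTA: 1284, 449 and 395 are shared, and 1366, 595 and 506 without the filter. These probe sets argue against the filter, as read and tested here, having been applied to the paper's untranslated lists. Of the translated class here 898, 530 and 510 are in the paper's lists.

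The paper has both groups of ribosomal protein mRNAs reach the general level of loading by 8-10 hours. Here the 18 and 15 genes tested had mean occupancies of 48.1% and 50.4% then, against a mean of 62% for all tested genes. That difference in means was not tested. Both groups were higher at 8-10 than at 0-2 hours. The paper uses the Kolmogorov-Smirnov test to show the rise for both groups. Here, with 18 and 15 genes where the paper has 56 and 48, it passed for the large subunit (0-2 against 8-10 hours, adjusted p = 1.9e-05) and for the small subunit neither as reported (adjusted p = 0.105) nor in the 4 alternatives run. The groups here were fixed by gene name and the paper's are ontology terms. Neither the levels nor the result for the small subunit, on shorter lists, are therefore set against the paper's.

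For transcription coactivators the paper describes high loading at 0-2 hours that came down to the general level by 8-10 hours. Mean occupancies here were 66.5%, 73.9% and 73.2% over the periods for Mediator and 69.5%, 68.7% and 69.1% for RNA polymerase II and its factors, above the mean of all tested genes in each period (59.6%, 61.9% and 62%), though single members such as MED26 fell. These groups are not the paper's term, and their calls were the same in the 14 settings at a preset correlation, none passing.

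The paper finds no function or process overrepresented among translated mRNAs at 8-10 hours. By Fisher's exact test over genes, mitochondrial ribosomal proteins (27 of 71, adjusted p = 4.9e-18), Mediator (7 of 26, adjusted p = 5.0e-04), snRNP proteins (6 of 27, adjusted p = 0.00450), muscle (4 of 11, adjusted p = 0.00478), RNA polymerase II and its factors (7 of 38, adjusted p = 0.00478) and the regulatory particle of the proteasome (4 of 14, adjusted p = 0.0109) were overrepresented here. Against only genes above the median signal the last 2 do not pass (adjusted p = 0.0630 for both) and the first 4 do. The groups fixed by name differ from the ontology terms the paper tested.

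At no period does the paper see a general correlation of loading with abundance. Here r was 0.413 at 4-6 hours and 0.362 at 8-10 hours over all probe sets, and 0.288 and 0.223 over the top 50%. Over the top 25% it was -0.0189 and -0.0109 at 4-6 and 8-10 hours. At 0-2 hours it was 0.025 over all probe sets, -0.093 over the top 50% and -0.261 over the top 25%.

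Hunchback and caudal mRNAs are described in the paper as loaded to a minor extent in the early embryo. At 0-2 hours hunchback, with 40.8% ± 1.69, was preferentially untranslated here, while caudal, with 51.5% ± 2.57, was in neither class, and the median tested gene had 58.6%.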

Other observations

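The test of falling mRNAs at the signal of odorant receptors was written before its result was seen, and the other tests of the inverse relation and those of the offset between gradients were chosen only after the result was seen. Blood cell genes moved in both directions from 0-2 to 4-6 hours. The mRNA of crq, a receptor by which macrophages take up dying cells, went from an occupancy of 38.2% ± 0.651 to 73.6% ± 0.120 (SD, n = 2 gradients; Logit change 1.50, SE 0.12, adjusted p = 2.9e-05), while its abundance fell by 1.0 on the log2 scale (adjusted p = 0.0462). That of srp, a GATA factor of blood and fat body, went from 83.9% ± 0.0120 to 61.2% ± 4.82 (-1.19, SE 0.14, adjusted p = 1.3e-04) and that of LanA, a chain of laminin, from 85.4% ± 1.06 to 64.8% ± 2.65 (-1.16, SE 0.15, adjusted p = 2.4e-04), as their abundance rose by 5.05 and 4.25 from a low 4.85 and 5.54. Over 12 genes of hemocytes and fat body 1 rose and 4 fell (1 and 4 over the list alone), with a mean of -0.28 that camera did not call (adjusted p = 0.154 with a preset and 0.921 with an estimated correlation), and median abundance changed by 1.32 and then 1.42.

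Some nerve and muscle genes came down in occupancy as their mRNAs accumulated. The pan-neural gene elav had 72.8% ± 8.97 at 0-2 hours and 50.8% ± 3.74 at 4-6 hours (-0.98, SE 0.21, adjusted p = 0.00381; -1.02 and not passing after background is subtracted), the pump subunit nrv2 81.4% ± 4.05 and 65.9% ± 0.584 (-0.83, adjusted p = 0.00161), and the muscle actin Act87E 86.9% ± 0.758 and 69.0% ± 4.29 (-1.08, adjusted p = 2.8e-04), while their abundance rose by 4.23, 4.01 and 5.00. At 0-2 hours their log2 abundance was 5.30, 4.81 and 4.74, against medians of 4.66 for all probe sets and 3.68 for all 125 probe sets of odorant and gustatory receptors, whose 95th percentile was 4.71. Of 12 genes of neurons and glia 0 rose and 4 fell (limma, with the same counts over the list alone and at an unadjusted p below 0.05), with a mean of -0.21 (camera, preset adjusted p = 0.350, estimated 0.921), and from 4-6 to 8-10 hours none passed (0 at an unadjusted p below 0.05; mean 0.03, adjusted p = 0.823 and 0.952), though 8 rose in abundance. Among 11 muscle genes 1 rose and 2 fell in the first interval (0 and 1 over the list alone; mean -0.03, adjusted p = 0.762 and 0.952).

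Genes of the ovary and eggshell had mean occupancies of 52.5%, 50.7% and 51.0% over the periods for 10 of 21 genes with enough signal. Of these, fs(1)K10, which localizes messages in the oocyte, went from 72.6% ± 2.88 to 58.2% ± 0.314 (-0.65, adjusted p = 0.00281). In all, 2 rose and 3 fell by 4-6 hours (2 and 3 over the list alone; mean -0.06, camera adjusted p = 0.563 and 0.921) and 0 rose and 1 fell by 8-10 hours (limma, 0 and 1 over the list alone, 1 and 1 unadjusted; mean 0.01, adjusted p = 0.967 and 0.979). Odorant and gustatory receptors, of which 7 of 112 were tested, had mean changes of -0.10 (1 rose and 1 fell, the same over the list alone, camera adjusted p = 0.636 and 0.921) and -0.06 (0 and 1, limma, the same over the list alone and unadjusted; adjusted p = 0.767 and 0.944). Of 11 seminal fluid genes 3 had enough signal, too few for camera, with mean occupancies of 60.5%, 60.8% and 65.9%.

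Between 4-6 and 8-10 hours several groups were not called by camera. By limma 0 genes passed among eIF3 subunits and the proteasome core (0 at an unadjusted p below 0.05), among gap and pair-rule genes (0), snRNP proteins (0 higher and 2 lower unadjusted) and membrane lipid synthesis (0 and 1), with means of -0.01, -0.08, -0.02, -0.0056 and -0.02 and camera adjusted p of 0.857, 0.563, 0.809, 0.809 and 0.767 (estimated correlation, 0.952 for each). Synthetases had 1 rise and 2 falls (1 and 2 over the list alone; mean 0.03, adjusted p = 0.809 and 0.952), early zygotic genes 1 and 1 (1 and 1; -0.12, 0.414 and 0.921), glycolysis 0 and 1 (0 and 3, and 0 and 3 unadjusted; -0.21, 0.126 and 0.921) and the translocon group 1 and 0 (2 and 0, 3 and 1 unadjusted; 0.12, 0.414 and 0.921). Glycolysis is called without the first gradient of 4-6 hours (-0.30).

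Groups close to terms in the paper's tables had mean changes from 0-2 to 4-6 hours that were called in all 14 settings at a preset correlation, from 0.61 to 0.80 for aminoacyl-tRNA synthetases, 0.72 to 1.02 for the regulatory particle of the proteasome and -1.32 to -0.66 for gap and pair-rule genes. With an estimated correlation none was called (adjusted p = 0.921 for each), and fry, which tests a group against no change and not against other genes, called the gap and pair-rule genes (adjusted p = 0.0451) and not the synthetases (adjusted p = 0.0576) or the regulatory particle (adjusted p = 0.0529). From 4-6 to 8-10 hours the call for the regulatory particle (-0.26) is lost with fractions 6 and 7 as non-polysomal (-0.17), without the second gradient of 4-6 hours (-0.21) and without the first of 8-10 hours (-0.15).

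Several maternal mRNAs had a larger share than most at the bottom of the EDTA gradients (n = 1 per period). In fractions 10-12 these held 28.9%, 52.2% and 66.1% of oskar mRNA at 0-2, 4-6 and 8-10 hours, 29.0%, 48.3% and 46.9% of bicoid and 29.2%, 41.8% and 42.8% of nanos, where the median of the top 50% was 26.0%, 25.1% and 26.5%. Caudal had 25.9%, 38.1% and 33.5%, smaug 26.7%, 33.1% and 39.0%, staufen 20.8%, 18.0% and 23.7%, and hunchback 26.5%, 25.8% and 28.2%. In fractions 1-5 bicoid had 6.88%, 6.60% and 7.91%. Its log2 signal in that pool nevertheless differed by 1.05, 1.02 and -0.80 with EDTA, and by 2.73, 0.42 and -0.16 for its other probe set. From 0-2 to 4-6 hours the log2 abundance of oskar, bicoid and nanos changed by -5.66, -3.93 and -3.88. Their later shares are those of small remainders. At 8-10 hours the 75th percentile of the EDTA pool of fractions 6-7 was 6.78, against 7.72, 7.73 and 7.86 in the other pools.

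The inverse relation of occupancy and abundance changes from 0-2 to 4-6 hours was weighed. Array background as its whole cause is argued against by r of -0.344 over mRNAs in the top 25% of signal at both periods. For the mRNAs that fell by more than 3 on the log2 scale background cannot be told apart from loading, since 21.8% of them (84 of 386) lay at or below the 95th percentile of odorant and gustatory receptors at 4-6 hours, between the limits set for the test; the 302 above it went from a median of 37.9% to 57.3%. The change in abundance correlates with occupancy at 0-2 hours with rho of 0.403 over 3817 probe sets, against 0.124 with occupancy at 4-6 hours. This cannot decide whether clearing of maternal mRNAs that lay outside polysomes contributes. Occupancy at 0-2 hours is itself a part of the occupancy change, and maternal mRNAs were not told apart from others. The sources of the mRNAs and other biological causes were not tested.

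The 2 gradients of 8-10 hours are offset from each other. A single poor array is argued against, since 6 of 6 fractions from 7 to 12 of gradient 1 correlate best with another fraction of gradient 2. Fraction numbers shifted by 1 between the 2 gradients may be the cause, since in 6 of 6 the best match is the preceding fraction, against 3 of 6 at 4-6 hours and 0 of 6 at 0-2 hours. If so, mean shares of single fractions at 8-10 hours blend neighbouring fractions. A shift that also reached the border between the light pool and the polysomal fractions would affect occupancy and the Logit at 8-10 hours. Changes from 4-6 to 8-10 hours would then be affected too. The light fractions were measured only as a pool, so a shift at that border was not tested. Between gradients the Logits correlated with r of 0.862 at 8-10 hours, against 0.936 at 0-2 and 0.920 at 4-6 hours. No biological explanation was tested.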
